# Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station

**DOI:** 10.1016/j.stemcr.2025.102602

**Published:** 2025-08-14

**Authors:** Mito Kanatsu-Shinohara, Takuya Yamamoto, Yusuke Shiromoto, Hiroko Morimoto, Tianjiao Liu, Tohru Yamamori, Tomokazu Yamasaki, Takashi Shinohara

**Keywords:** cryopreservation, spaceflight, spermatogonial stem cells, transplantation

## Abstract

Despite growing interest in space exploration, the effects of spaceflight on stem cells remain largely unknown. Damages to germline cells are especially crucial, as spaceflight poses risks to gametogenesis, with abnormalities observed in multiple species. While embryonic stem (ES) cells show genomic instability after space exposure and have not yet produced offspring, this study demonstrates successful offspring production from cryopreserved mouse spermatogonial stem cells (SSCs) stored on the International Space Station for 6 months. Spaceflight did not increase apoptosis or DNA damage in SSCs. After thawing, SSCs proliferated comparably to those cryopreserved on Earth, showing no significant phenotypic or functional differences. Offspring were produced via spermatogonial transplantation followed by natural mating. Since SSCs from many species can be cryopreserved like somatic cells and still produce sperm, they offer a promising resource for germline preservation during space exploration.

## Highlights

• Frozen SSCs were relatively resistant to irradiation
• Frozen SSCs restored spermatogenesis following spaceflight
• Offspring were born from frozen SSCs by natural mating
• Offspring showed normal genomic imprinting patterns and gene expression

## Introduction

It has been over six decades since the first animals were sent into space. Since then, several species, including humans, have experienced long-term spaceflight and safely returned to Earth. However, during spaceflight, stressors, such as radiation, microgravity, hypergravity, and circadian rhythm disruption are inevitable (Mishra and Luderer, 2019). These hazards can lead to varying degrees of organ dysfunction, including stem cells. Common post-flight effects include muscle wasting and decreased bone mineral density, yet the full biological impact of spaceflight remains incompletely understood. Studying stem cells during and after spaceflight is critical, as damage to these cells can result in long-term tissue dysfunction. While most missions have lasted only several months—the longest being 437 days (Kotovskaya et al., 2019)—the prospect of multi-year deep space missions, planetary colonization, and space tourism is becoming realistic. Therefore, it is essential to understand how spaceflight impacts stem cell biology.

Studying germ cells is particularly important since they directly influence the next generation. Given the long lifespan of humans, detailed studies using animals with shorter lifespans are especially valuable in this context. In early studies of rats, no significant changes in the testes were reported (Portugalov et al., 1976; Plakhuta-Plakutina, 1977). However, Fedrova et al. observed a 30%–70% increase in atypical spermatozoa, such as curled tails or the absence of tails, in dogs after 75 days of spaceflight (Fedrova, 1967). Additionally, a 5%–10% decrease in spermatogonia was noted in rat testes during the COSMOS 2044 and COSMOS 1887 missions (Amann et al., 1985; Sapp et al., 1990). More severe damage was observed in mouse testes after 91 days of spaceflight, with experiments revealing significant testicular degeneration and many tubules almost completely devoid of spermatogenic cells, except for a few remaining spermatogonia (Masini et al., 2012). Similar effects were observed in hindlimb suspension models, which simulate spaceflight conditions and lead to abnormal spermatogenesis (Hargens et al., 1984; Tou et al., 2002). Immobilization of primates also resulted in the arrest of spermatogenesis (Zemjanis et al., 1970). Thus, abnormal spermatogenesis in space likely affects many animal species, including humans.

Due to these dramatic environmental changes, analyzing physiological functions in animals during spaceflight is complicated by both systemic and local factors. For example, in some studies, over half of the experimental mice died due to spaceflight-related stresses (Masini et al., 2012). Some systemic effects are mediated by disruptions in the hypothalamic-pituitary-testis axis. Serum, urine, and salivary testosterone levels significantly decreased during flight compared to pre-flight levels (Mishra and Luderer, 2019; Ahrari et al., 2022). Animals also exhibited increased serum luteinizing hormone levels, consistent with decreased negative feedback from the testes. Interestingly, testosterone levels in serum or intratesticular tissue did not seem to be affected by irradiation (Cunningham and Huckins, 1978), suggesting that spaceflight-induced stress is more severe than radiation alone. In addition to hormonal changes, local testicular cell-cell interactions also affect germ cell survival. Gene expression in Sertoli cells, which are in direct contact with germ cells, is influenced by microgravity (Cirelli et al., 2017). While the risks of spaceflight are well known, most studies have focused on damage to somatic cells, and much remains to be learned about the mechanisms behind abnormal spermatogenesis during spaceflight.

One potential approach to addressing these issues is to examine the function of pure germ cells stored in space. Sperm cells are likely the most resistant cell type in the body, capable of surviving and maintaining fertility even after exposure to 25 Gy (Wakayama et al., 2021). This is in contrast to most somatic cells, which undergo apoptosis when exposed to 1–2 Gy. Leveraging this resilience, Wakayama et al. reported in 2017 that freeze-dried mouse spermatozoa exposed to space ionizing radiation for 288 days on the International Space Station (ISS) showed no significant changes in fertilization or birth rates (Wakayama et al., 2017). Although a slight increase in sperm DNA damage was observed, fertilization was still successful via intracytoplasmic sperm injection (ICSI) into oocytes. These findings are promising and suggest freeze-drying as a potential method for germline conservation. Offspring were successfully produced from freeze-dried sperm stored on the ISS for up to 5 years and 10 months. However, ICSI affects genomic imprinting and may lead to behavioral and morphological abnormalities (Fernández-González et al., 2008; Esteves et al., 2018; Lewon et al., 2020; Kanatsu-Shinohara et al., 2023), and extended analysis is required for understanding the impact of using freeze-drying sperm.

Previous studies report detrimental effects of spaceflight on stem cells. For example, while embryonic stem (ES) cells may serve as an alternative resource for germline preservation, several groups report the upregulation of apoptosis- and senescence-associated genes, and no offspring are born from ES cells stored in space (An et al., 2019; Yoshida et al., 2024; Mao et al., 2024). Specifically, the downregulation of DNA repair genes has raised concerns about potential germline damages. It is possible that embryonic cells are particularly sensitive to spaceflight because preimplantation embryos exhibited significantly poor *in vitro* development during spaceflight, likely due to irradiation (Lei et al., 2020). Another study also reported ectopic expression of an inner cell mass marker in the blastocyst cavity (Wakayama et al., 2023). As a result, currently artificial reproductive technologies may have limited applications for germline preservation in space, raising concerns about reproductive protection during human spaceflight.

Spermatogenesis begins with spermatogonial stem cells (SSCs), which continuously self-renew and produce numerous sperm (Meistrich and van Beek, 1993; de Rooij and Russell, 2000). As they differentiate, SSCs give rise to differentiating spermatogonia, which are particularly sensitive to radiation (De Felice et al., 2019). This high sensitivity may explain the significant loss of spermatogonia observed in mouse testes during spaceflight. One unique characteristic of SSCs is their ability to increase in number through stimulated self-renewal. The addition of glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factor (FGF)2, both key factors in SSC self-renewal, allows for the *in vitro* expansion of cultured SSCs, designated as germline stem (GS) cells, for over 2 years (Kanatsu-Shinohara et al., 2003a; Kanatsu-Shinohara and Shinohara, 2013). This provides a new opportunity, as SSCs, unlike sperm, undergo meiosis, providing a unique resource for generating genetic diversity. Another advantage of SSCs is their straightforward freezing protocol (Avarbock et al., 1996). In contrast, sperm cryopreservation requires species-specific protocols due to the unique head morphology of sperm (Holt, 2000), making it difficult to establish a universal method. However, SSCs from various species, including humans, can be frozen similarly to somatic cells. Offspring have been produced by transplantation of cryopreserved SSCs by natural mating (Kanatsu-Shinohara et al., 2003b).

In this study, we utilized SSCs for long-term cryopreservation during spaceflight. GS cells were frozen for 6 months aboard the ISS. Although live animals have been maintained on the ISS for up to 3 months (Cancedda et al., 2012), the analysis of germ cells in these animals remains limited due to the challenges of long-term maintenance of live animals in space. Since frozen cells lack DNA repair mechanisms, they offer a sensitive experimental system to study potential damage in SSCs. Upon return to Earth, the frozen SSCs were thawed, and their DNA damage and gene expression profiles were analyzed. The impact on SSC activity was further evaluated through spermatogonial transplantation into infertile mouse testes.

## Results

### Survival of SSCs after cryopreservation and irradiation on Earth

Since cryopreservation inhibits the DNA repair mechanisms, we first assessed the effects of cryopreservation and irradiation on SSCs on Earth. Four types of GS cells were used: fresh non-irradiated, fresh irradiated, frozen non-irradiated, and frozen irradiated GS cells. Irradiation involved exposing dissociated GS cells to 1.5 Gy, the median lethal dose 50 for GS cells (Ishii et al., 2014a; 2014b). Cryopreservation was performed in a DMSO-based solution. To evaluate cell viability, we used trypan blue staining, which showed that both frozen groups had a higher proportion of dead cells compared to fresh groups (Figure 1A), but no significant differences were found among the four samples.

**Figure 1:**
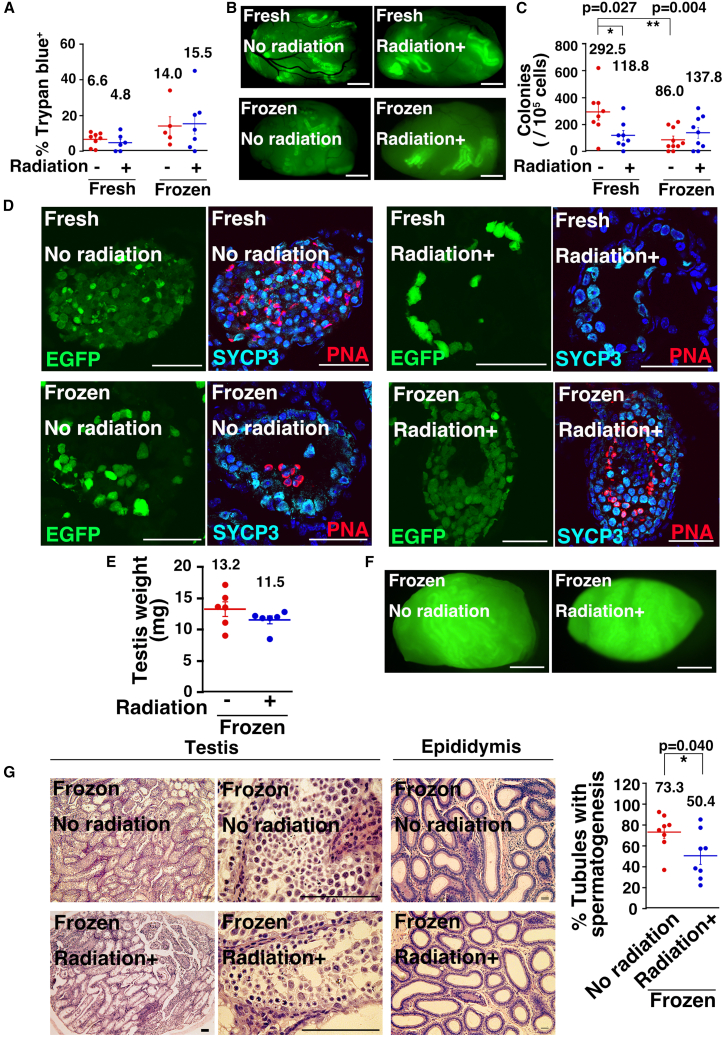
Impact of radiation on frozen GS cells (A) Cell survival rate after freezing and radiation (*n* = 8, 6, 5, and 7 experiments for fresh, fresh radiation, frozen, and frozen radiation, respectively). (B) Macroscopic appearance of busulfan-treated recipient testis transplanted with GS cells. (C) Colony counts (*n* = 8, 8, 10, and 9 testes for fresh, fresh radiation, frozen, and frozen radiation, respectively). (D) Immunostaining of recipient testis for SYCP3 (spermatocyte marker) and PNA (haploid cell marker). (E) Testis weight (*n* = 6 testes). (F) Macroscopic appearance of W recipient testis transplanted with GS cells. (G) Histological appearance of recipient testis and epididymis. 824 and 874 tubules were counted in 8 testes for no radiation and radiation, respectively. Stain, hematoxylin and eosin (G) and Hoechst 33342 (D). Bar = 1 mm (B and F), 50 μm (D), and 100 μm (G). Each bar represents the mean ± SEM, and the numerical mean value is indicated above each bar. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01.

Two experiments were conducted using spermatogonial transplantation to further evaluate SSCs (Brinster and Zimmermann, 1994). In the first experiment, SSC frequency was determined by counting colonies in busulfan-treated mice, which have empty tubules. Two months after transplantation into busulfan-treated mice, the mice were sacrificed, and the number of colonies was counted (Figure 1B). Colony numbers were 292.5, 118.8, 86.0, and 137.8 per 10^5^ transplanted cells, for fresh, fresh irradiated, frozen, and frozen irradiated cells, respectively (Figure 1C). While survival rates were comparable, fresh cell transplantation produced significantly more colonies, and irradiation reduced the number of colonies to 40.6% in fresh GS cells, while frozen cells showed a 60.2% increase in colony formation post-irradiation. However, there was no statistical significance. Immunostaining of recipient testes showed that irradiated fresh cells produced very few tubules with peanut agglutinin (PNA)^+^ haploid cells, though these tubules contained SYCP3^+^ meiotic spermatocytes (Figure 1D).

In the second set of experiments, we aimed to confirm the extent of complete differentiation, as this information is critical for producing offspring through natural mating. We used congenitally infertile WBB6F1-W/W^v^ (designated W) mice and compared irradiated frozen GS cells with non-irradiated frozen cells. Unlike busulfan-treated mice, W mice lack endogenous spermatogenesis due to mutations in the *Kit* tyrosine kinase receptor (Fleischman, 1993). By transplanting a large number of GS cells, we were able to evaluate the donor cells’ complete differentiation capacity. Three months post-transplantation, there was no difference in testis weight between the two groups (Figure 1E). Due to the higher number of transplanted cells (4 × 10^5^ cells per testis), donor cell differentiation enhanced in the recipient testes, as indicated by long green segments of seminiferous tubules under UV light (Figure 1F). Histological analysis showed complete spermatogenesis in both groups (Figure 1G). However, the number of tubules undergoing spermatogenesis was lower following transplantation of irradiated frozen GS cells compared to non-irradiated GS cells. Given that the number of germ cell colonies did not differ significantly (Figure 1C), this result suggests that regeneration is delayed by irradiation. Nevertheless, the presence of spermatozoa in the epididymides of all recipients indicates that they may still be capable of achieving fertility through natural mating.

### Evaluation of total space radiation

For storage on the ISS, GS cells were cryopreserved and stored in the Minus Eighty-Degree Laboratory Freezer (MELFI) freezer for 6 months. A control set of GS cells was also cryopreserved and stored in the MELFI freezer on Earth. The samples were launched to the ISS on July 14, 2022, and returned to Earth on January 11, 2023, remaining in space for a total of 181 days. The cells were kept at −95°C during the spaceflight and at −80°C during transport on Earth. Upon arrival in Kyoto, the cells were stored in liquid nitrogen for subsequent analysis.

To evaluate the radiation dose, we analyzed the bio passive dosimeter for life science experiments in space (PADLES) (Figure 2A), which contains CR-39 plastic nuclear track detector (PNTD) for measuring radiation dose and characteristics (Nagamatsu et al., 2013). PADLES was placed near the frozen samples to accurately measure the cosmic radiation dose. Analysis of the PADLES surface revealed etch marks from nuclear tracks created by atomic nuclei during spaceflight. The linear energy transfer (LET) distribution was determined by subtracting the background LET distribution measured with PNTDs from the ground control package at the Tsukuba Space Center (TKSC). According to PADLES, the absorbed radiation dose rate was 0.31 ± 0.01 mGy per day, corresponding to a dose-equivalent rate of 0.59 ± 0.03 mSv per day. The total absorbed dose was 106.5 ± 5.2 mSv.

**Figure 2:**
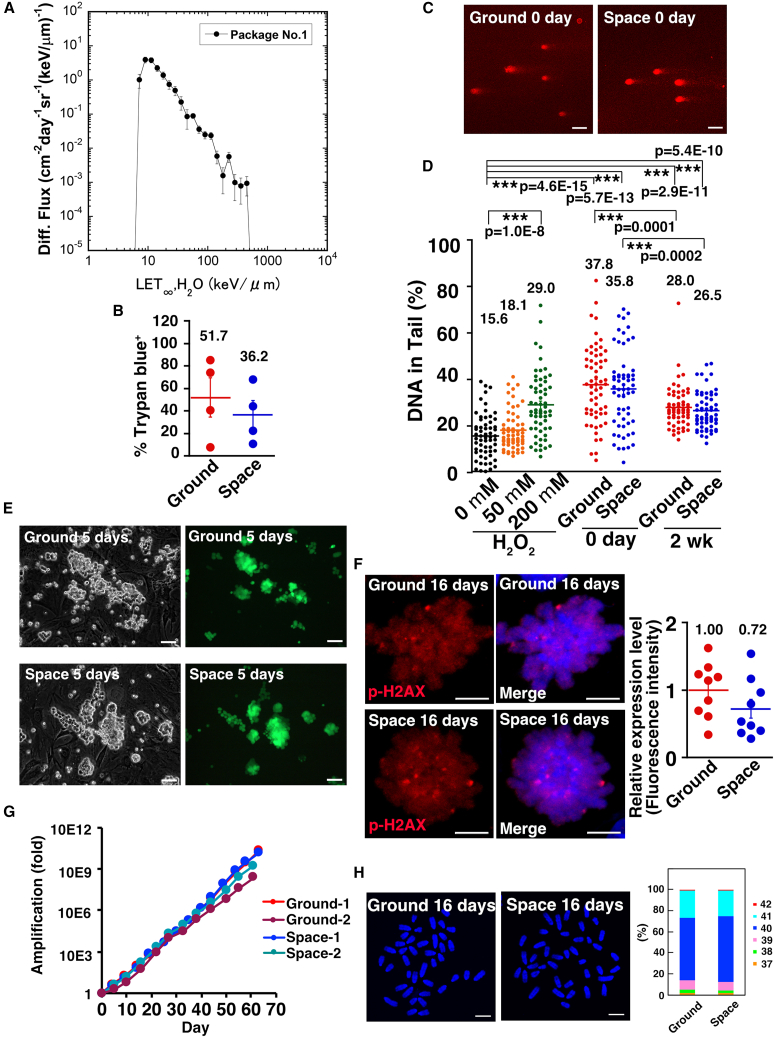
Phenotype of Space GS cells (A) Differential particle flux function of LET, H_2_O measured with CR-39 PNTDs in flight package no. 1 measured by PADLES. This LET distribution was obtained by subtracting the background LET distribution measure with the CR-39 PNTDs in TKSC ground control package no. 2. (B) Viability of GS cells by trypan blue staining, immediately after thawing (*n* = 4 experiments). (C and D) Comet assay (C) and quantification (D) on the day of thawing. The head (round shape) corresponds to undamaged DNA, while the tail (smear) corresponds to damaged DNA. Sixty cells were picked up, and the intensity ratio of head over total DNA was quantified. (E) Appearance of Space GS cells *in vitro* 5 days after thawing. (F) Immunostaining of Space GS cells 16 days after thawing with two rounds of passages. Nine cells at metaphase stage were analyzed for p-H2AX expression level. (G) Proliferation of Space GS cells. (H) Karyotype of Space GS cells 16 days after thawing with two rounds of passages. One hundred cells were analyzed for counting chromosome number. Bar = 50 μm (C and E) and 5 μm (F and H). Each bar represents the mean ± SEM, and the numerical mean value is indicated above each bar. ^∗∗∗^*p* < 0.001.

We thawed the cells and assessed survival using trypan blue staining, with approximately 50%–60% of the cells surviving post-thaw (Figure 2B). No significant differences were observed between GS cells stored in space (Space GS cells) and those on Earth (Ground GS cells) (Figure 2B). We also conducted an alkali comet assay to detect both single-strand and double-strand DNA breaks (Figure 2C). As a positive control, we treated GS cells with hydrogen peroxide at two different doses (50 and 200 μM) for 30 min.

Unexpectedly, analysis of Space GS cells did not show an increase in DNA damage compared to Ground GS cells. However, both Space and Ground GS cells exhibited significantly more DNA damage than fresh GS cells cultured without hydrogen peroxide. Because Space GS cells have undergone exposure to damages by spaceflight, this result suggested that the damage by spaceflight was limited compared to freeze-thawing process. When reanalyzed 2 weeks after thawing and two rounds of passages, both types of cells showed significantly reduced DNA damage compared to freshly thawed cells. Nevertheless, the damage was not completely repaired, as more DNA damage was present than in fresh GS cells. Both types of cells exhibited noticeable DNA damage upon thawing, but no difference was found in the intensity ratio of head over total DNA between the two samples (Figures 2C and 2D).

When Space GS cells were cultured *in vitro*, their colony morphology was indistinguishable from Ground GS cells (Figure 2E), showing grape-like clusters of spermatogonia. Immunostaining of cells cultured for 16 days after thawing and two passages revealed that the expression levels of phosphorylated-H2AX, a marker of DNA damage, were comparable between Ground and Space GS cells (Figure 2F). These cells proliferated normally for at least 100 days. The proliferation rate was comparable between Space and Ground GS cells, with doubling times of 2.0 and 1.8 days, respectively (Figure 2G). Since an abnormal karyotype can impair spermatogenesis and cause infertility, we also evaluated the karyotype of Space GS cells 16 days after thawing with two rounds of passages, revealing that 63% of the cells had 40 chromosomes (Figure 2H). The difference was not statistically significant.

### Gene expression and DNA methylation in Space GS cells

To assess the phenotype of Space GS cells, we first performed flow cytometry with antibodies against spermatogonia surface markers. A comparison between Space and Ground GS cells showed no significant differences in the mean fluorescence intensity for the tested antigens (Figures 3A and 3B). Considering previous reports on ES cells that indicated downregulation of DNA repair genes and upregulation of senescence- and apoptosis-associated genes (An et al., 2019; Mao et al., 2024), we conducted RNA sequencing (RNA-seq) to identify genes specifically induced by spaceflight. Using three lines of Space and Ground GS cells, we performed hierarchical clustering analysis, but no significant differences in gene expression profiles were observed (Figure 3C; Table S1). Real-time PCR analyses showed no significant changes in the expression levels of *Trp53*, *Rad51*, and *Pten* (Figure 3D).

**Figure 3:**
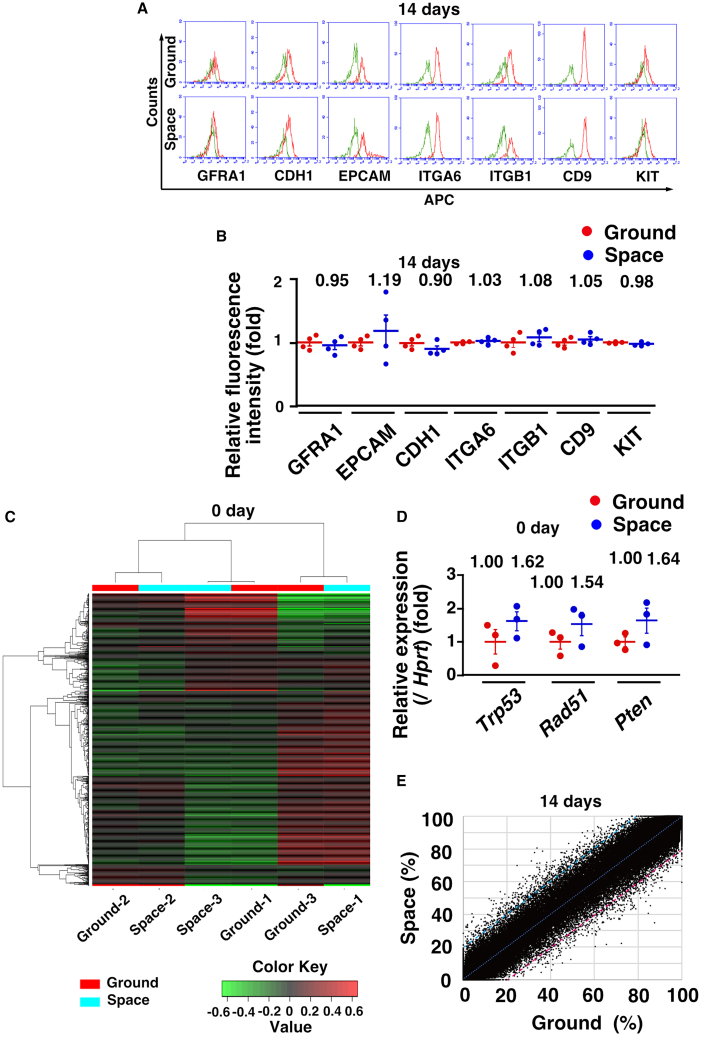
Analysis of Space GS cells (A) Flow cytometric analysis using antibodies against spermatogonia markers. Green lines indicate controls. The cells were analyzed 14 days after thawing with two rounds of passages. (B) Mean fluorescence intensity (*n* = 4 experiments). (C) Heatmap of RNA-seq. The cells were analyzed on the day after thawing without passages. (D) Real-time PCR analysis immediately after thawing (*n* = 3). (E) A scatterplot showing correlation of the DNA methylation data at individual CpG sites in gene promoters (*n* = 3 experiments). The numbers of identified hypermethylated sites and hypomethylated sites in Space and Ground GS cells are shown in red and blue, respectively, along with the percentages of commonly covered sites. Red or blue lines indicate 20% increased methylation levels or 20% decreased methylation levels in Space GS cells, respectively. The dashed line indicates the linear regression line. The cells were analyzed 14 days after thawing with two rounds of passages. Each bar represents the mean ± SEM, and the numerical mean value is indicated above each bar. See also Figure S1.

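Reduced representation bisulfite sequencing (RRBS) reads CpG-rich fragments of the genome after bisulfite treatment, which converts unmethylated cytosines and leaves methylated cytosines unchanged, so that each read of a CpG site counts as methylated or unmethylated. GS cells are cultured spermatogonia that include spermatogonial stem cells. Genomic DNA from 3 replicates of Space GS cells and 3 replicates of Ground GS cells was analyzed 14 days after thawing with 2 rounds of passages. The Space GS cells had been kept frozen for 6 months, 181 days of which were in space, and the Ground GS cells were kept frozen on Earth.

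For each of 2268080 CpG sites, the authors deposited the read coverage in each replicate as a count, the percent of these reads that were methylated, and the closest transcription start site (TSS) among 31751 genes, with the distance to it. The number of methylated reads was recovered as coverage times percent, which lay within 0.000266 of a whole read at every site. The reads summed over sites were 33743845, 29298982, and 31745148 in Space GS cells 1 to 3, and 28535973, 30427993, and 29617514 in Ground GS cells 1 to 3. A read that covers several CpG sites is counted at each of them, so these sums are not numbers of sequenced reads. The text and supplements of the paper do not state the aligner, the read filters, or the genome build for RRBS. The coordinates given here are those of the deposited table, and they are not GRCm38 coordinates, since only 5.12% of the sites have a CG at the same position of GRCm38.

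Sites with at least 10 reads in all 6 samples were used, as in the legend of Figure S1. At these sites the median coverage was 28 to 32 reads in Space GS cells and 27 to 29 reads in Ground GS cells. At a coverage of 10 reads, 1 read changes the DNA methylation level of a site by 10 percentage points. DNA methylation levels were averaged over replicates for each group, and differences were tested on the methylated and total reads with a quasi-binomial test, whose spread between replicates was moderated over sites with limma. Pairs of replicates were about as far apart within the groups as between them. The chi-square value per degree of freedom of 2 samples, which would be 1 if they differed by read sampling only, was 1.30 to 1.34 within Space GS cells, 1.32 to 1.44 within Ground GS cells, and 1.30 to 1.44 between the groups.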

Additionally, we conducted reduced representation bisulfite sequencing (RRBS) to examine potential changes in DNA methylation patterns (Figures 3E and S1). 

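Of the CpG sites in the deposited table, 681804 (30.1%) had at least 10 reads in all 6 samples. The mean DNA methylation level of the 3 Space replicates exceeded that of the 3 Ground replicates by more than 20 percentage points at 770 sites (0.113%) and lay more than 20 percentage points below it at 563 sites (0.0826%). The R² of the group means across sites was 0.991, and 90.9% of the sites differed by no more than 5 percentage points. At the 92042 sites with a mean level of 5% to 95%, the median absolute difference was 4.25 percentage points. At 95% of these 92042 sites, the difference was under 14.7 percentage points. Sites are not independent replicates, since neighboring sites share reads.

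These 681804 sites were all the commonly covered sites of the table, at any distance from a gene. Of them, 390568 (57.3%) lay within 1 kb of the closest TSS, with a mean level of 2.46%, and 291236 lay farther away, with a mean level of 43.6%. Of the 1333 sites that differed by more than 20%, 108 were within 1 kb of a TSS (69 higher and 39 lower in Space GS cells), and 1225 (91.9%) were beyond 1 kb.

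The sites that differed by more than 20% had fewer reads than commonly covered sites in general. The median of the lowest coverage among the 6 samples was 12 reads at these sites, 21 reads at all commonly covered sites, and 16 reads at the commonly covered sites with a mean level of 20% to 80%. Of the sites that differed by more than 20%, 92.9% had fewer than 20 reads in at least 1 sample. With a minimum of 20 reads, 67 sites were higher and 28 were lower in Space GS cells. The levels of the 3 Space replicates and the 3 Ground replicates did not overlap at 794 (59.6%) of the 1333 sites, whereas chance gives 10% for sites that were not selected by their difference. In the quasi-binomial test of the 92042 sites with a mean level of 5% to 95%, 4371 (4.75%) had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 after Benjamini-Hochberg adjustment. The smallest adjusted p was 0.893.

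**Figure D1:**
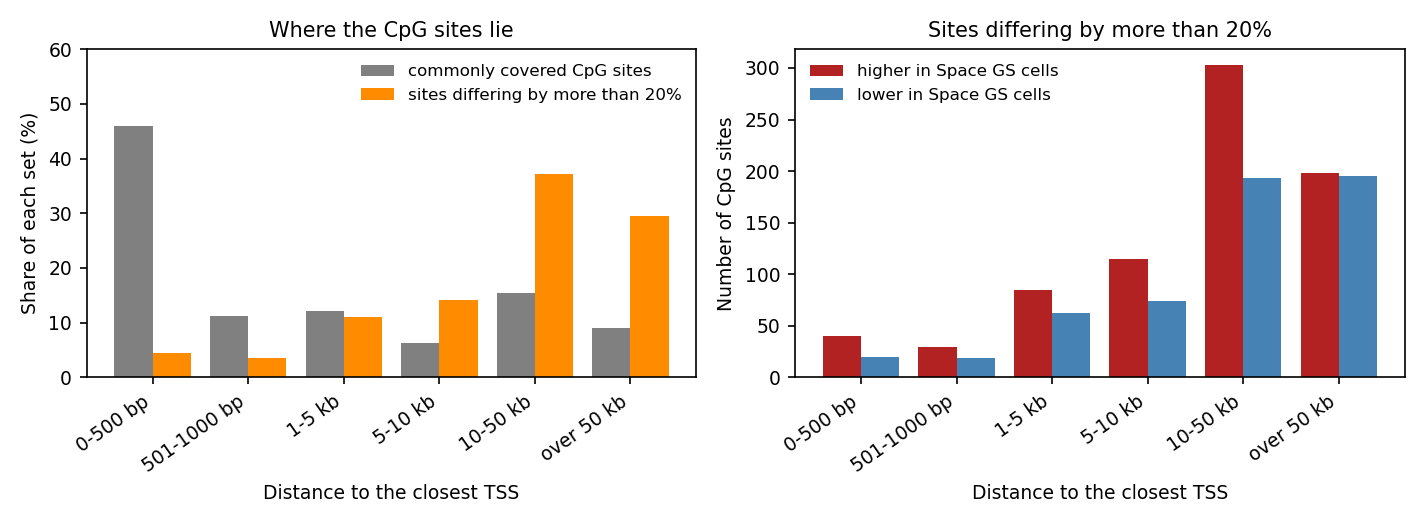
Left, share (%) of the 681804 commonly covered CpG sites (grey) and of the 1333 sites differing by more than 20% (orange) in each class of distance to the closest TSS. Right, number of these 1333 sites that were higher (red) or lower (blue) in Space GS cells. Sites up to 500 bp from a TSS make up 46.0% of the commonly covered sites and 4.50% of the sites differing by more than 20%.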

Among 681,804 covered CpG sites covered in gene promoters, our analysis identified 770 hypermethylated sites (0.113% of commonly covered sites) and 563 hypomethylated sites (0.083% of commonly covered sites) in Space GS and Ground GS cells, respectively (>20% change, R^2^ = 0.9912; Table S2). 

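The mean DNA methylation level over the 681804 commonly covered CpG sites was 20.1% ± 0.187 (SD, n = 3) in Space GS cells and 20.0% ± 0.318 (SD, n = 3) in Ground GS cells. The difference of 0.104 percentage points was smaller than the SD of either group (exact permutation test, two-sided, p = 0.6; the smallest p that 3 samples against 3 allow is 0.1). The 6 samples ranged from 19.7% in Ground GS cells 3 to 20.3% in Ground GS cells 1. When the level was taken from all reads pooled over sites, which weights deeply covered sites more, the difference was 0.413 percentage points.

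Promoters were also tested gene by gene, with the reads of each gene summed over its commonly covered sites within 1 kb of the TSS. Of 14361 genes with at least 3 such sites, 677 (4.71%) had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The smallest adjusted p was 0.962 in the quasi-binomial test with limma's moderation and Benjamini-Hochberg adjustment. At 95% of these promoters the group means differed by less than 2.79 percentage points, and at 4 of them by more than 20 percentage points.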

There were no significant differences in the overall DNA methylation of promoter CpG sites between Space GS cells and Ground GS cells (Figure S1). Only four genes were differentially methylated between the two groups: *Gm7097*, *Bsnd*, and *Fgf21* were hypermethylated in Space GS cells, while *Gm15562* was hypomethylated in ground GS cells. 

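Table S2 places these differences in 4 regions, and the DNA methylation level of each region was computed from all its reads in each replicate. The identifiers and positions are those of the deposited table. The smallest p of the exact permutation test (two-sided) with 3 samples against 3 is 0.1, so none of these regions could pass 0.05 in it.

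The *Gm7097* region (ENSMUSG00000089835, annotated as an antisense RNA) lies on chromosome 10 from 70120391 to 70120589, 194 to 392 bp downstream of the TSS, and holds 11 CpG sites read 13 to 66 times per sample. Its level was 31.0% ± 12.9 (SD, n = 3) in Space GS cells and 7.02% ± 5.06 (SD, n = 3) in Ground GS cells, a difference of 24.0 percentage points (exact permutation p = 0.1). The region is made of 2 parts with different coverage. The 9 shallower sites had 34.2% ± 14.5 in Space GS cells and 3.08% ± 4.19 in Ground GS cells (SD, n = 3; exact permutation p = 0.1). The 2 deeper sites had 25.9% ± 10.7 and 14.6% ± 17.9 (SD, n = 3; exact permutation p = 0.4), with 35.1% in Ground GS cells 1.

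The *Bsnd* region (ENSMUSG00000025418, protein-coding) lies on chromosome 4 from 106342354 to 106342491, 6989 to 7126 bp downstream of the TSS. Its 8 CpG sites had 77.3% ± 9.84 methylation in Space GS cells and 48.7% ± 5.62 in Ground GS cells (SD, n = 3; exact permutation p = 0.1), at a coverage of 10 to 21 reads. The *Fgf21* region (ENSMUSG00000030827, protein-coding) lies on chromosome 7 from 45264685 to 45264772, 142 to 229 bp downstream of the TSS. Its 6 CpG sites had 33.6% ± 25.6 in Space GS cells and 4.03% ± 4.56 in Ground GS cells (SD, n = 3; exact permutation p = 0.2), at a coverage of 13 to 26 reads. Here the Space replicates were spread widely, with 42.3%, 53.7%, and 4.76%, and the last of these fell within the range of the Ground replicates. The *Gm15562* region (ENSMUSG00000089870, annotated as a sense intronic RNA) lies on chromosome 14 from 47254251 to 47254326, up to 55429 bp downstream of the TSS. Its 5 CpG sites had 62.4% ± 5.07 in Space GS cells and 90.5% ± 3.10 in Ground GS cells (SD, n = 3; exact permutation p = 0.1), at a coverage of 15 to 33 reads, so the level was lower in Space GS cells.

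In the *Bsnd*, *Fgf21*, and *Gm15562* regions, every CpG site had the same coverage within a sample, so the sites of a region cannot be taken as separate measurements. With each replicate left out in turn, the difference between the groups stayed between 19.0 and 31.2 percentage points for *Gm7097*, 23.1 and 32.4 for *Bsnd*, 19.5 and 44.0 for *Fgf21*, and -30.6 and -25.5 for *Gm15562*.

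All regions of at least 3 commonly covered CpG sites no more than 100 bp apart were then tested in the same way. Of 49134 regions, 33 differed by more than 20 percentage points (21 higher and 12 lower in Space GS cells), 2409 (4.90%) had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. The 4 regions of Table S2 are among them with the same first and last CpG sites, and *Gm15562*, *Gm7097*, *Bsnd*, and *Fgf21* had ranks 1, 18, 40, and 223 by p among the 49134 regions, each with an adjusted p of 0.942 (quasi-binomial test with limma's moderation and Benjamini-Hochberg adjustment). From its own findings, the paper proposes that the phenotype of GS cells did not change significantly after spaceflight.

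**Figure D2:**
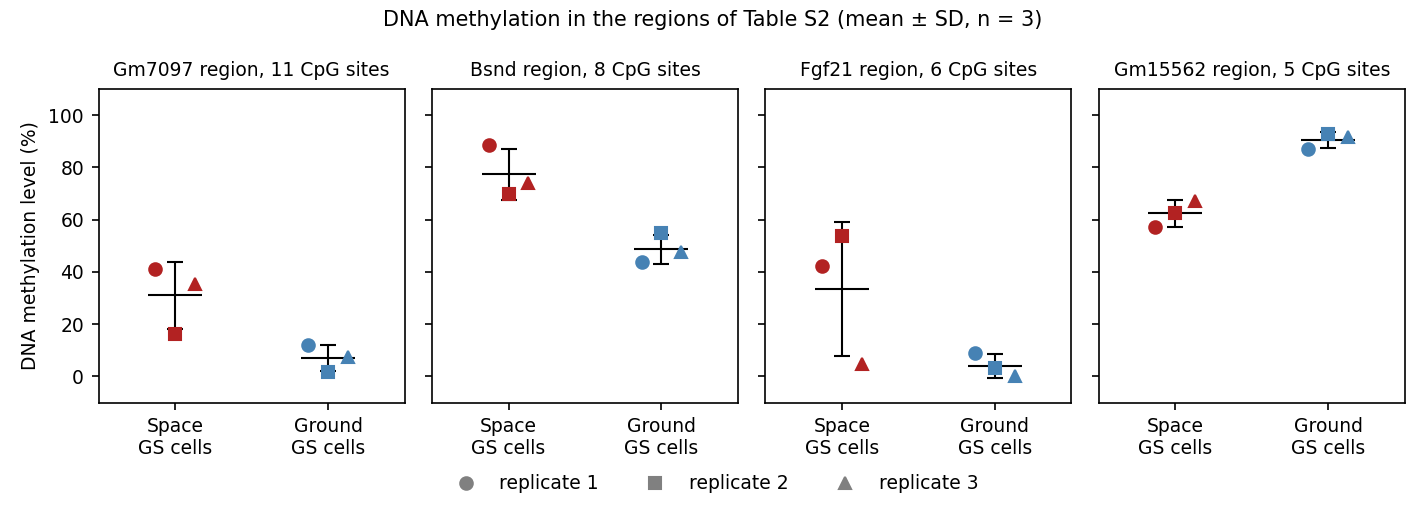
DNA methylation level (%) in each region of Table S2 in 3 replicates of Space GS cells (red) and 3 replicates of Ground GS cells (blue). Horizontal bars and error bars show the mean ± SD, and marker shapes show the replicate number. In the *Fgf21* region, Space replicate 3 lies at 4.76%, among the Ground replicates, and in the *Gm15562* region all Space replicates lie below all Ground replicates.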

*Fgf21* was downregulated in Space GS cells, while *Gm15562* was expressed only in Ground GS cells according to RNA-seq data (Table S3). The two other genes were not expressed in either type of GS cells. 

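The paper's text does not list the imprinted genes examined by RRBS, so a list of 55 imprinted mouse genes was written from general knowledge before the methylation values were seen. For each gene, reads were summed over the commonly covered CpG sites within 5 kb of the TSS, which left 47 genes with 1060 CpG sites. The mean level, with each gene weighted equally, was 14.9% ± 0.106 (SD, n = 3) in Space GS cells and 14.6% ± 0.901 (SD, n = 3) in Ground GS cells. The difference of 0.286 percentage points was within the spread of the Ground replicates (exact permutation test, two-sided, p = 0.7). When Ground replicate 3 was left out, the difference was -0.164 percentage points.

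Of the 47 genes, 24 were higher and 23 were lower in Space GS cells, with a median absolute difference of 0.631 percentage points. In Ground GS cells, 37 of the 47 genes had a level under 10%, 5 had a level over 80%, and 5 had a level in between, so most of these genes had little room to differ in 1 direction and the median shows little about genes at intermediate levels. In the quasi-binomial test, 2 genes had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05, whether the adjustment was made over the list (smallest adjusted p 0.922) or over all 19663 genes tested in the same way (smallest adjusted p 0.961 for a listed gene, with limma's moderation). The largest difference was 12.1 percentage points in *H13* (11 CpG sites), with 53.0% ± 4.55 in Space GS cells and 40.9% ± 15.4 in Ground GS cells (SD, n = 3), where Ground GS cells 1 had 58.6%, more than any Space replicate. *H19* (3 CpG sites) had 18.8% ± 0.507 in Space GS cells and 20.6% ± 3.60 in Ground GS cells, and *Igf2r* (17 CpG sites) had 1.97% ± 0.853 and 2.48% ± 0.789 (SD, n = 3). These sites lie near the TSS and were not selected to match the imprinting control regions of these genes.

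**Figure D3:**
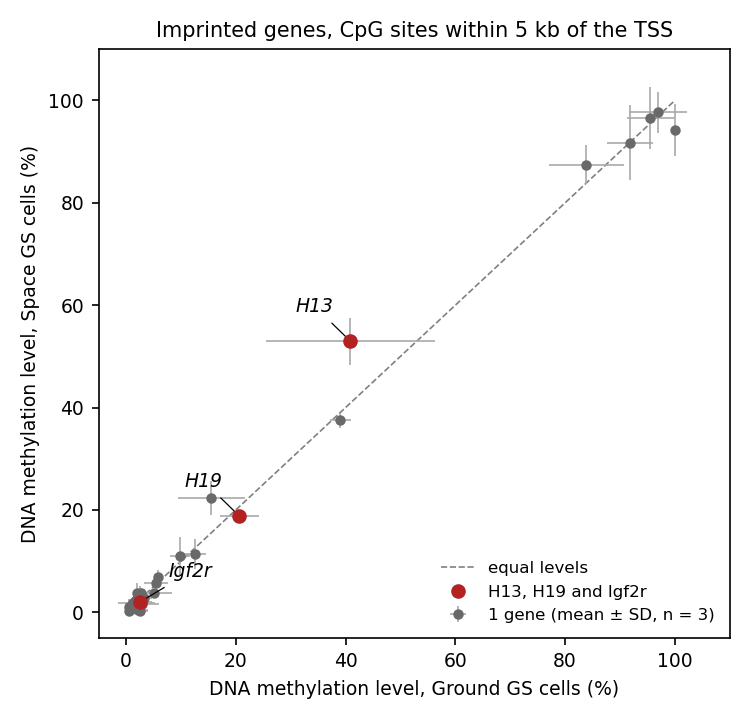
DNA methylation level (%) of 47 imprinted genes in Ground GS cells (x axis) and Space GS cells (y axis), from CpG sites within 5 kb of the TSS. Points show the mean and error bars the SD of 3 replicates, the dashed line marks equal levels, and *H13*, *H19*, and *Igf2r* are shown in red. *H13*, at 40.9% in Ground GS cells and 53.0% in Space GS cells, lies farthest from the line.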

No significant differences in DNA methylation patterns were observed in imprinted genes. These findings suggest that the phenotype of GS cells did not change significantly after spaceflight.

### Functional analysis of space GS cells by spermatogonial transplantation

Since only a portion of GS cell contain SSCs (Kanatsu-Shinohara and Shinohara, 2013), we performed spermatogonial transplantation experiments during 3 months of culture. Both types of cells proliferated at a comparable rate, with no significant changes in growth characteristics. The cells were transplanted into the seminiferous tubules of busulfan-treated mice at 26, 63, and 97 days after thawing. When the number of colonies was counted 2 months post-transplantation, we observed significant increases in the number of germ cell colonies at 63 and 97 days compared to 26 days (Figures 4A and 4B). Although no significant difference between Ground GS cells and Space GS cells was noted at 26 days, both exhibited poor colonization levels compared to longer-term cultures. However, these values were within the previously reported results, which ranged from 2.0 to 800.0 per 10^5^ cells (Kanatsu-Shinohara et al., 2005; Miyazaki et al., 2023). SSCs increased logarithmically at comparable rates (Figure 4C; Table S4). These results suggest that spaceflight did not affect the balance between SSCs and progenitors *in vitro*.

**Figure 4:**
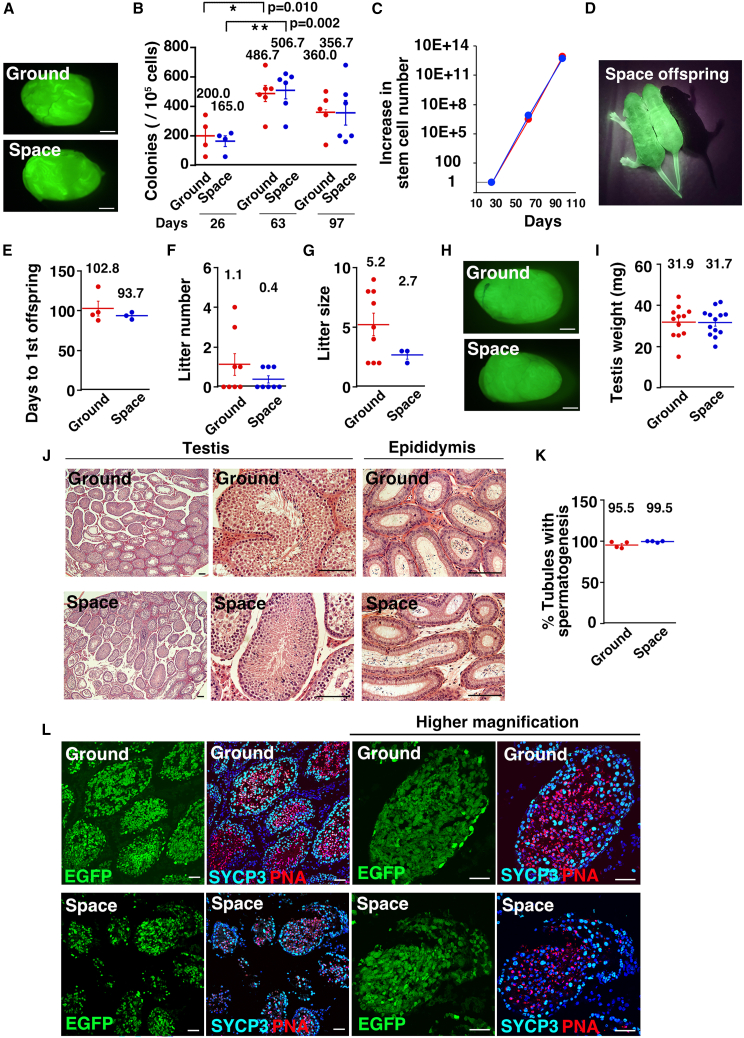
Functional analysis of Space GS cells (A) Macroscopic appearance of adult W testis transplanted with Space GS cells. (B) Colony count (*n* = 4, 6, and 5 [ground] and 4, 6, and 6 [space] testes for 26, 63, and 97 days, respectively). (C) Increase in SSC number from the first transplantation. To evaluate the total stem cell number during culture, we transplanted a portion of cells at the time of passages into infertile mice. The total number of SSCs was estimated by multiplying the total cell counts by the stem cell concentration, as determined by transplantation assay. (D) Offspring born from W recipient transplanted with Space GS cells, showing donor cell-derived green fluorescence. (E) Days to first offspring (*n* = 4 mice for Ground; *n* = 3 mice for Space). (F) Litter number (*n* = 8 experiments). (G) Litter size (*n* = 9 experiments for Ground; *n* = 3 experiments for Space). (H) Macroscopic appearance of pup W testis transplanted with Space GS cells. (I) Testis weight (*n* = 12 testes for Ground, *n* = 13 testes for Space). (J) Histological appearance of testis and epididymis. Epididymides were from infertile recipients. (K) Frequencies of tubules with spermatogenesis. 402 and 352 tubules in 4 testes were counted for Ground and Space GS cell recipients, respectively. (L) Immunostaining of W mouse testis for SYCP3 (spermatocyte marker) and PNA (haploid cell marker). Bar = 1 mm (A and H), 100 μm (J), and 50 μm (L). Each bar represents the mean ± SEM, and the numerical mean value is indicated above each bar. ^∗^*p* < 0.05; ^∗∗^*p* < 0.01. See also Figure S2.

Based on these observations, we next examined the feasibility of producing offspring from Space GS cells. Immature W pups were used as recipients, as donor cells colonized these recipients 5 to 10 times more efficiently than adult W mice (Shinohara et al., 2001). The absence of a blood-testis barrier in immature testes is believed to enhance SSC homing to germline niches (Kanatsu-Shinohara et al., 2020). After transplantation, the pups were returned to their mothers for sexual maturation. At about 1 month of age, the recipient mice were housed with wild-type C57BL/6 (B6) females. One of the offspring became fertile as early as 89 days after transplantation. Although no donor fluorescence was observed in the first litter, EGFP^+^ offspring were found in the second litter, confirming the donor cell origin of the offspring (Figure 4D; Space pups). Overall, 3 of 8 mice became fertile from Space GS cells. Offspring were also obtained from Ground GS cells (Ground pups) as early as 88 days after transplantation, with 4 of 8 recipients becoming fertile. The number of days to the first offspring, the total number of litters, and the litter size did not show significant differences during ∼5 months of natural mating (Figures 4E–4G).

Six months after transplantation, the mice were sacrificed, and their testes were analyzed (Figure 4H). No significant differences were observed in testis size between the two groups (Figure 4I). Histological examination of the testes revealed normal spermatogenesis in both groups (Figure 4J). Quantification of seminiferous tubules with spermatogenesis showed no significant differences between Space and Ground GS cells (Figure 4K). While sperm were present in the epididymides of fertile recipients, they were similarly found in 50% of the epididymides of infertile recipients (Figure 4J). Immunostaining of recipient testes confirmed the presence of SYCP3^+^ spermatocytes and PNA^+^ haploid cells, with no morphological abnormalities (Figure 4L). These results suggest that transplantation of a larger number of cells might have allowed offspring production.

### Analysis of the offspring

Given that ICSI can cause abnormalities in genomic imprinting (de Waal et al., 2012), we used combined bisulfite restriction analysis (COBRA) to examine the genomic imprinting of the offspring using tail DNA. Differentially methylated regions (DMRs) of the *H19* and *Igf2r* genes were analyzed. All offspring exhibited normal somatic DNA methylation patterns, with no apparent differences between the two types of donor cells (Figure S2A). Bisulfite sequencing further confirmed no abnormalities in the DMRs of these genes (Figure S2B). However, because abnormalities may not be evident by DNA methylation, RNA-seq analysis of liver tissue was performed to verify normal gene expression patterns in Space pups, Ground pups, and wild-type mice born through natural mating. Three F1 males and females from each group were analyzed and compared with three wild-type mice of the same genetic background (Table S5). No significant differences in gene expression were observed among the groups (Figure S2C). These findings suggest that Space GS cells retain fertility and produce normal offspring.

## Discussion

This study has two primary objectives. The first is to evaluate the utility of SSCs for germline preservation in space. Although freeze-dried sperm has been successfully stored and used during spaceflight (Wakayama et al., 2017, 2021), ICSI and freeze-drying procedure may pose long-term potential health risks to offspring. The second objective is to assess potential damage to SSCs caused by cosmic radiation. Spermatogenesis is significantly impaired post-spaceflight, including a reduction in the number of spermatogonia (Mishra and Luderer, 2019), suggesting that SSCs could be particularly sensitive to cosmic radiation. Unlike differentiated germ cells, which differentiate and disappear, any damage to SSCs could persist long-term and accumulate in the germline. Thus, preventing genomic damages in SSCs is crucial for safe spaceflight. In this context, evaluating the fertility of frozen SSCs not only serves as a new biological resource for germline preservation but also helps assess spaceflight-related risks.

Our initial Earth-based experiments showed that frozen GS cells are relatively resistant to irradiation. While DNA repair mechanisms do not function in frozen cells, it has been previously suggested that frozen cells are better protected from irradiation than fresh cells (Aschwood-Smith and Friedmann, 1979; Cugia et al., 2011). These studies reveled a 3.5- to 20-fold higher survival rate for frozen cells stored in liquid nitrogen compared to fresh cells. This observation aligns with finding of fewer gammaH2AX foci (a marker of double-strand DNA breaks) in frozen irradiated cells compared to fresh irradiated cells. Although the exact reason for this improved survival is unclear, it has been proposed that the production and diffusion of reactive oxygen species (ROS), which can damage DNA and cell structures, are reduced in the frozen state (Cugia et al., 2011). In our study, however, we did not observe improved survival rates in irradiated frozen GS cells. This may be due to the storage conditions: ideally, cells should be stored at −196°C in liquid nitrogen, whereas we used a deep freezer due to the unavailability of liquid nitrogen on the ISS. Nevertheless, the relatively high resistance of frozen GS cells to irradiation formed the basis for our space-based experiments.

Our analysis of Space GS cells revealed no significant increase in damage using the comet assay. Given the notable damage observed in ES cells and early embryos exposed to spaceflight (An et al., 2019; Lei et al., 2020; Wakayama et al., 2023), we expected GS cells would show heightened apoptosis, as they are more vulnerable to DNA double-strand breaks compared to ES cells (Ishii et al., 2014a, 2014b). This is not surprising because ES cells are notorious for their high sensitivity to radiation (Aladjem et al., 1998; Hong and Stambrook, 2004). Contrary to these expectation, the comet assay showed that cryopreservation caused more damage than spaceflight in GS cells. Hydrogen peroxide concentration used (50 μM) was sufficient to kill both mouse embryonic fibroblasts and ES cells in a week (Mori et al., 2021), yet only minimal differences were observed between Space GS cells and Ground GS cells, suggesting that cells in the cryopreserved state have some specific protective mechanism against radiation. Although radiosensitivity in ES cells can be improved by overexpression of *Chk2* gene by restoring a G1 arrest (Hong and Stambrook, 2004), this may not apply to GS cells because GS cells have a long G1 phase (Ishii et al., 2014a, 2014b). Instead, since GS cells possess strong base excision repair (BER) activity (Mori et al., 2021), this may have helped protect them from spaceflight-induced damage, differentiating them from ES cells, which have weaker BER activity (Mori et al., 2021).

Further analysis revealed that GS cells proliferated normally *in vitro*. After spermatogonial transplantation, similar numbers of germ cell colonies were observed between Space GS cells and Ground GS cells. Though smaller numbers of colonies were formed 26 days post-culture initiation, this could reflect freeze-thaw damage as indicated by the comet assay (Figure 2C). Despite this initial difference, the number of colonies remained constant, and their morphology showed no substantial differences between the two groups. Over 3 months, there were no significant changes in SSC numbers, indicating that cosmic rays did not disrupt the balance between self-renewal and differentiating in SSCs. Therefore, spaceflight did not impair the SSCs’ ability to recolonize the seminiferous tubules. These results contrast with studies on neural stem cells (NSCs), which showed an 8-fold increase in cell-cycle activity after returning to Earth following space exposure, which normalized after 30 h of re-exposure to 1*g* condition (Shaka et al., 2022). These NSCs demonstrated “memory” effects post-spaceflight, experiencing abnormal cell division patterns, including incomplete or muti-daughter cell divisions. Additionally, spaceflight downregulated the GDNF signaling pathway in ES cells. Because GDNF is an essential self-renewal factor for SSCs, this raised concerns that GS cells may have difficulty responding to self-renewal signals upon thawing (An et al., 2019). However, the normal proliferation of GS cells after spaceflight suggests that self-renewal regulation resumed without issues.

The most notable result of this study was the successful production of offspring through natural mating. These offspring were born within 3–4 months after spermatogonial transplantation, consistent with the expected timeline for fertility restoration following such transplants (Shinohara et al., 2001; Kanatsu-Shinohara et al., 2016). Importantly, the offspring from Space GS cells showed no noticeable congenital defects, normal genomic imprinting patterns, and no significant differences in gene expression. Further analyses, such as lifespan assessments and fertility testing, are required to rule out long-term health issues. In particular, although offspring produced by ICSI did not show any abnormal DNA methylation patterns, additional analyses are required to confirm the long-term health of the offspring as well as their descendants. Nevertheless, the birth of normal-appearing offspring underscores the potential utility of SSCs for germline conservation.

At least two questions arise from the present study. First, it will be crucial to determine how long SSCs can be kept frozen on the ISS. Since the cells are in a frozen state, potential damage from cosmic ray will accumulate without DNA repair mechanisms, potentially compromising SSC function. Although the differences were not statistically significant, analysis of *Trp53*, *Rad51*, and *Pten* mRNA levels revealed increased expression in Space GS cells (Figure 3D). Extended storage on the ISS may lead to greater damage and compromise their reproductive potential. Such damage to SSCs could pose a critical concern for human spaceflight, as human spermatogenesis is generally more sensitive to irradiation than that of mice (Clifton and Brenner, 1983). Second, assessing the impact of genomic damages on the offspring and subsequent generations is essential. Although apparently healthy offspring were born, it is unclear whether spaceflight-induced DNA damages were fully repaired. Previous studies have shown elevated hepatic expression of DNA replication-related genes in offspring produced via *in vitro* fertilization using sperm from space-exposed males (Yoshida et al., 2021). Additionally, mice produced via ICSI using freeze-dried sperm after spaceflight had a shorter lifespan than typical B6 mice (604 days vs. 901 days) (Wakayama et al., 2021). Long-term observation is crucial to understand the effects of prolonged cosmic ray exposure.

In conclusion, cosmic influences on stem cells are a critical issue for long-term human space habituation. The successful production of offspring from cryopreserved SSCs demonstrates the utility of SSCs for germline preservation in space. By using spermatogonial transplantation, it is possible to distinguish the effects of spaceflight on germ cells and somatic cells. However, while healthy offspring were obtained, much remains to be explored regarding the risks of spaceflight on SSCs. Given the long reproductive lifespan of humans, animal models with shorter lifespans are essential for such research. As the space industry continues to expand, these experiments are necessary prerequisites for future long-term human spaceflights. The next logical step would be to culture GS cells on the ISS and monitor the impact of cosmic radiation on live germ cells, which may provide further insights into DNA repair mechanisms and enhance the technique’s applicability for space missions. Thus, our successful production of offspring from cryopreserved SSCs offers a solid foundation for future space-based applications.

## Methods

### Animals and transplantation procedure

For colony counting, cells were microinjected into the seminiferous tubules of mature B6 × DBA/2 F1 (BDF1) mice (Japan SLC, Shizuoka, Japan). These mice received intraperitoneal injection of busulfan (44 mg/kg; Sigma, St. Louis, MO) to remove endogenous spermatogenesis at 4 weeks of age and were used at least 1 month after busulfan treatment. For assessment of spermatogenesis differentiation levels, 4- to 8-week-old W mice were used. For fertility experiments, we used 5- to 10-days-old W pups (Japan SLC), as described previously (Shinohara et al., 2001). All injection was performed via efferent duct, and 75%–85% of the tubules were filled with the cell suspension, as described previously (Ogawa et al., 1997). Approximately 10 μL was microinjected into BDF1 testis, whereas 2 μL was injected into W pups because they were smaller. The Institutional Animal Care and Use Committee of Kyoto University approved all animal experimentation protocols.

### COBRA

Genomic DNA was treated with sodium bisulfite, which deaminates unmethylated cytosines to uracils but does not affect 5-methylated cytosines. Bisulfite-treated DNA was used as a template for amplifying DMRs using specific primers. The amplified DNA was cut with methylation-sensitive restriction enzymes, as described previously (Kanatsu-Shinohara et al., 2004). The PCR primers used in the experiments are shown in Table S7.

### Bisulfite sequencing

DNA methylation analysis was performed as described previously (Kanatsu-Shinohara et al., 2023). Bisulfite-treated DNA was amplified by PCR using specific primer sets, and the amplified PCR products were purified using FastGene gel/PCR extraction kit (NIPPON Genetics, Tokyo, Japan) according to the manufacturer’s protocols. DNA methylation analyses were performed using the Quantification Tool for Methylation Analysis (QUMA) (http://quma.cdb.riken.jp/top/quma_main_j.html). The PCR primers used are listed in Table S7.

### Statistical analyses

Significant differences between means for single comparisons were determined by Student’s t test. Karyotype abnormalities were analyzed by chi-squared test. Significant difference was indicated by the asterisks, as follows: ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Takashi Shinohara ().

### Materials availability

This study did not generate new reagents.

### Data and code availability

RNA-seq and RRBS data have been deposited in the Gene Expression Omnibus and accessible through accession numbers GSE280403, GSE280404, and GSE279277.

## Acknowledgments

This research utilized the Japanese Experiment Module of the International Space Station with the support of the JAXA. Financial support for this research was provided by the 10.13039/501100004020JAXA, 10.13039/100009619AMED (JP24zf0127011), and 10.13039/501100001700MEXT (25H01357, 24H02045, 24K21291, 23K27727, 23H00399, and 23K20043). We thank Dr. Akira Higashibara, Mr. Tetsuya Sakashita, Mr. Yasuhiro Nakamura, Dr. Kazumi Koga, Mr. Yuho Amagai, Dr. Toru Shimadzu, Ms. Hiromi Sano, Ms. Ikuko Osada, Ms. Suzuki Tomoko, Mr. Daisuke Kawamura, Mr. Keisuke Aida, Mr. Hosogai Aki, and JAXA Flight Control Team and Payload Flight Control Team for help with performing the current study.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station
**Source:** Stem Cell Reports. 2025 Aug 14;20(9):102602. doi: 10.1016/j.stemcr.2025.102602
**Supplement:** Document S1. Figures S1 and S2 and supplemental methods

**Stem Cell Reports, Volume 20**

## **Supplemental Information**

### **Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station**

**Mito Kanatsu-Shinohara, Takuya Yamamoto, Yusuke Shiromoto, Hiroko Morimoto, Tianjiao Liu, Tohru Yamamori, Tomokazu Yamasaki, and Takashi Shinohara**

**Figure S1**

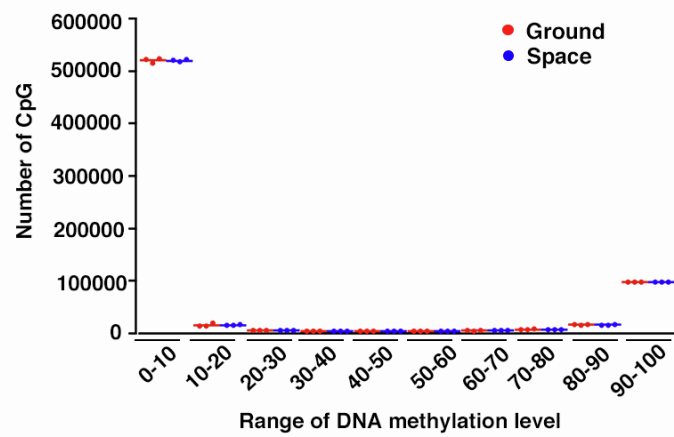

Figure S1. A histogram showing the number of CpG sites at any given DNA methylation level. The number of CpG sites was evaluated using 10% intervals for the range of 0 to 100%. All promoter methylation sites were included in the determination of the mean of triplicate samples with a minimum read coverage of 10.

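In the deposited table, the number of commonly covered CpG sites in each class of DNA methylation level was counted in every replicate. Levels of 0% to 10% were found at 517888 ± 2025 sites (SD, n = 3) in Space GS cells and 518235 ± 5055 sites (SD, n = 3) in Ground GS cells, which is 76.0% of the sites in each group. Levels of 90% to 100% were found at 99278 ± 146 and 99103 ± 236 sites (SD, n = 3), or 14.6% and 14.5%. Over the 10 classes, the smallest p was 0.2 (exact permutation test, two-sided), for the class from 60% to 70% with 5350 ± 110 sites in Space GS cells and 5205 ± 97.3 sites in Ground GS cells (SD, n = 3). After Benjamini-Hochberg adjustment over the classes, every p was 0.9. The class from 10% to 20% had the widest relative spread between replicates, with 14446 to 21450 sites in Ground GS cells.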

**A**

**Ground-GS F1**

GS ♂ ♂ ♂ ♂ ♀ ♀ ♀ ♀  
uc c uc c

*H19* (*Pvu* I) 848 bp 513 bp 331 bp

*Igf2r* (*Aci* I) 251 bp 131 bp 120 bp

**Space-GS F1**

GS ♂ ♂ ♂ ♂ ♀ ♀ ♀ ♀  
uc c uc c

*H19* (*Pvu* I) 848 bp 513 bp 331 bp

*Igf2r* (*Aci* I) 251 bp 131 bp 120 bp

**B**

**Ground-GS F1**

*H19* DMR ♂ 59.0 %

*Igf2r* DMR ♂ 54.6 %

*H19* DMR ♀ 51.7 %

*Igf2r* DMR ♀ 65.3 %

**C**

**Space-GS F1**

*H19* DMR ♂ 60.0 %

*Igf2r* DMR ♂ 60.0 %

*H19* DMR ♀ 55.4 %

*Igf2r* DMR ♀ 63.6 %

Color Key  
-2 0 2  
Value

Figure S2. Analysis of genomic imprinting and gene expression in Space pups. (A) COBRA of tail DNA. (B) Bisulfite sequencing of tail DNA. (C) Heatmap of the top 1,000 genes with the most variable read counts in the RNAseq data of liver tissues.

## **Supplemental Methods**

### *Culture conditions*

GS cells used in the present study were previously described (Kanatsu-Shinohara et al., 2003). These cells were derived from C57BL6/Tg14(act-EGFP-OsbY01) mice that was bred into DBA/2 background (Okabe et al., 1997). The culture medium for GS cells included GDNF and FGF2, and cells were cultured on MEFs with 1% fetal bovine serum (Kanatsu-Shinohara et al., 2014). For cryopreservation,  $1 \times 10^6$  GS cells were suspended in a cryopreservation solution (1ml; Cellbanker; DIA-IATRON, Tokyo, Japan). After placing the cryotube (Nunc Biobanking and Cell Culture Cryogenic Tube) in a freezing container (CryoBoxes)(both from Thermo Fisher, MA), cells were frozen at -80°C. These tubes and containers were used in a previous study for ES cells (Yoshida et al., 2024). The samples and PADLES were launched to the ISS by SpaceX CRS-25 (SpX-25) on July 14, 2022, maintaining their frozen status and stored in MELFI at -95°C. After approximately 6 months, the samples were returned to the ground by SpaceX CRS-26 (SpX-26) on January 11, 2023, maintaining their frozen status. At the ISS, the frozen vials were kept in MELFI. For thawing, the cryotubes were immersed in a water-bath at 37°C, and 10 ml of culture medium was added drop-wise. After washing by centrifugation, the cells were suspended in culture medium. For irradiation experiments, cells were frozen for 3 to 5 days.

### *RNA-seq*

RNA-seq was carried out, as previously described (Kanatsu-Shinohara et al.,

2023). In brief, total RNA was purified using the RNeasy Plus Mini Kit (Qiagen, Valencia, CA) and cDNA libraries were generated using a TruSeq stranded mRNA library preparation kit (Illumina, San Diego, CA). Sequencing was performed using NextSeq550 (Illumina) with a single-read sequencing length of 76 bp (Kanatsu-Shinohara et al., 2023). The sequenced reads were mapped to the mm10 mouse reference genome using HISAT2, with the GENCODE M21 annotation gtf file after trimming adaptor sequences and low-quality bases with cutadapt-1.16 (Martin et al., 2011). Gene ontology analysis was performed using iDEP96 tool (<http://bioinformatics.sdstate.edu/idep96/>).

### *Immunostaining*

Testis samples were fixed in 4% paraformaldehyde for 2 h at 4°C, embedded in Tissue-Tek OCT compound (Sakura Finetek, Tokyo, Japan) and used for cryosectioning. To block non-specific antibodies, sections were treated with 3% bovine serum albumin (BSA) and 10% donkey serum in phosphate-buffered saline (PBS) supplemented with 0.1% Tween 20 (PBST) for 1 h at room temperature. The sections were then incubated with indicated primary and secondary antibodies with 3 % BSA in PBST, overnight and for 1 h, respectively. Sections were washed with PBST. Rhodamine-labeled PNA (Vector Laboratories, Burlingame, CA) was used to detect the acrosome. Antibodies used are listed in Table S6. Hoechst 33342 (Sigma) was used for counterstaining.

### *Comet assay*

The alkaline comet assay was performed, as described previously (Mori et al.,

2021). In brief, cells were incubated with hydrogen peroxide for 30 min on ice followed by the incubation in GS cell culture medium at 37°C for the indicated time. After centrifugation, cells were embedded in agarose on poly-L-lysine-coated glass slides (Matunami Glass, Osaka, Japan). The cells were lysed by incubating the slides at 4°C in lysis buffer [1% Triton X-100, 0.5% N-Lauroyl sarcosine sodium salt, 2.5 M NaCl, 100 mM EDTA (pH 8.0), and 10 mM Tris-HCl (pH 10.0)]. After washing, the slides were immersed in pre-chilled electrophoresis buffer (0.3 M NaOH and 1 mM EDTA in water) for 40 min and electrophoresis was performed at 40 V for 50 min at 4°C. Then the samples were washed twice in 400 mM Tris-HCl (pH 7.0) at room temperature and soaked in ethanol for 5 min, followed by overnight drying at 37 °C. DNA was detected by ethidium bromide staining for 30 min at room temperature. After rinsing in PBS, slides were observed via confocal microscopy (Fluoview FV3000; Olympus, Tokyo, Japan), and quantified using by Fluoview FV31S-SW software.

### **Supplemental References**

Kanatsu-Shinohara, M., Ogonuki, N., Inoue, K., Miki, H., Ogura, A., Toyokuni, S., and Shinohara, T. (2003). Long-term proliferation in culture and germline transmission of mouse male germline stem cells. *Biol. Reprod.* *69*, 612-616.

Kanatsu-Shinohara, M., Ogonuki, N., Matoba, S., Morimoto, H., Ogura, A., and Shinohara, T. (2014). Improved serum- and feeder-free culture of mouse germline stem cells. *Biol. Reprod.* *91*, 88.

Kanatsu-Shinohara M, Shiromoto Y, Ogonuki N, Inoue K, Hattori S, Miura K, Watanabe N, Hasegawa A, Mochida K, Yamamoto T, Miyakawa T, Ogura A, et al. (2023). Intracytoplasmic sperm injection induces transgenerational abnormalities in mice. *J. Clin Invest.* *133*, e170140.

Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.J.* *17* (10).

Mori, Y., Ogonuki, N., Hasegawa, A., Kanatsu-Shinohara, M., Ogura, A., Wang, Y., McCarrey, J. R., and Shinohara, T. (2021). OGG1 protects mouse spermatogonial stem cells from reactive oxygen species in culture. *Biol. Reprod.* *104*, 706-716.

Okabe, M., Ikawa, M., Kominami, K., Nakanishi, T., and Nishimune, Y. (1997). 'Green mice' as a source of ubiquitous green cells. *FEBS Lett.* *407*, 313-319.

Yoshida, K., Hada, M., Hayashi, M., Kizu, A., Kitada, K., Eguchi-Kasai, K., Kokubo, T., Teramura, T., Suzuki, H. H., Watanabe, H., et al. (2024). Transcriptome analysis by RNA sequencing of mouse embryonic stem cells stocked on International Space Station for 1584 days in frozen state after culture on the ground. *Int. J. Mol. Sci.* *25*, 3283.

# Supplementary material for: Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station
**Source:** Stem Cell Reports. 2025 Aug 14;20(9):102602. doi: 10.1016/j.stemcr.2025.102602
**Supplement:** Document S2. Article plus supplemental information

# Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station

Mito Kanatsu-Shinohara,<sup>1,2</sup> Takuya Yamamoto,<sup>3,4,5</sup> Yusuke Shiromoto,<sup>1</sup> Hiroko Morimoto,<sup>1</sup> Tianjiao Liu,<sup>1</sup> Tohru Yamamori,<sup>6</sup> Tomokazu Yamasaki,<sup>7</sup> and Takashi Shinohara<sup>1,8,\*</sup>

<https://doi.org/10.1016/j.stemcr.2025.102602>

## SUMMARY

Despite growing interest in space exploration, the effects of spaceflight on stem cells remain largely unknown. Damages to germline cells are especially crucial, as spaceflight poses risks to gametogenesis, with abnormalities observed in multiple species. While embryonic stem (ES) cells show genomic instability after space exposure and have not yet produced offspring, this study demonstrates successful offspring production from cryopreserved mouse spermatogonial stem cells (SSCs) stored on the International Space Station for 6 months. Spaceflight did not increase apoptosis or DNA damage in SSCs. After thawing, SSCs proliferated comparably to those cryopreserved on Earth, showing no significant phenotypic or functional differences. Offspring were produced via spermatogonial transplantation followed by natural mating. Since SSCs from many species can be cryopreserved like somatic cells and still produce sperm, they offer a promising resource for germline preservation during space exploration.

## INTRODUCTION

It has been over six decades since the first animals were sent into space. Since then, several species, including humans, have experienced long-term spaceflight and safely returned to Earth. However, during spaceflight, stressors, such as radiation, microgravity, hypergravity, and circadian rhythm disruption are inevitable (Mishra and Luderer, 2019). These hazards can lead to varying degrees of organ dysfunction, including stem cells. Common post-flight effects include muscle wasting and decreased bone mineral density, yet the full biological impact of spaceflight remains incompletely understood. Studying stem cells during and after spaceflight is critical, as damage to these cells can result in long-term tissue dysfunction. While most missions have lasted only several months—the longest being 437 days (Kotovskaya et al., 2019)—the prospect of multi-year deep space missions, planetary colonization, and space tourism is becoming realistic. Therefore, it is essential to understand how spaceflight impacts stem cell biology.

Studying germ cells is particularly important since they directly influence the next generation. Given the long lifespan of humans, detailed studies using animals with shorter lifespans are especially valuable in this context. In early studies of rats, no significant changes in the testes were reported (Portugalov et al., 1976; Plakhuta-Plakutina, 1977). However, Fedrova et al. observed a

30%–70% increase in atypical spermatozoa, such as curled tails or the absence of tails, in dogs after 75 days of spaceflight (Fedrova, 1967). Additionally, a 5%–10% decrease in spermatogonia was noted in rat testes during the COSMOS 2044 and COSMOS 1887 missions (Amann et al., 1985; Sapp et al., 1990). More severe damage was observed in mouse testes after 91 days of spaceflight, with experiments revealing significant testicular degeneration and many tubules almost completely devoid of spermatogenic cells, except for a few remaining spermatogonia (Masini et al., 2012). Similar effects were observed in hindlimb suspension models, which simulate spaceflight conditions and lead to abnormal spermatogenesis (Hargens et al., 1984; Tou et al., 2002). Immobilization of primates also resulted in the arrest of spermatogenesis (Zemjanis et al., 1970). Thus, abnormal spermatogenesis in space likely affects many animal species, including humans.

Due to these dramatic environmental changes, analyzing physiological functions in animals during spaceflight is complicated by both systemic and local factors. For example, in some studies, over half of the experimental mice died due to spaceflight-related stresses (Masini et al., 2012). Some systemic effects are mediated by disruptions in the hypothalamic-pituitary-testis axis. Serum, urine, and salivary testosterone levels significantly decreased during flight compared to pre-flight levels (Mishra and Luderer, 2019; Ahrari et al., 2022). Animals also exhibited

increased serum luteinizing hormone levels, consistent with decreased negative feedback from the testes. Interestingly, testosterone levels in serum or intratesticular tissue did not seem to be affected by irradiation (Cunningham and Huckins, 1978), suggesting that spaceflight-induced stress is more severe than radiation alone. In addition to hormonal changes, local testicular cell-cell interactions also affect germ cell survival. Gene expression in Sertoli cells, which are in direct contact with germ cells, is influenced by microgravity (Cirelli et al., 2017). While the risks of spaceflight are well known, most studies have focused on damage to somatic cells, and much remains to be learned about the mechanisms behind abnormal spermatogenesis during spaceflight.

One potential approach to addressing these issues is to examine the function of pure germ cells stored in space. Sperm cells are likely the most resistant cell type in the body, capable of surviving and maintaining fertility even after exposure to 25 Gy (Wakayama et al., 2021). This is in contrast to most somatic cells, which undergo apoptosis when exposed to 1–2 Gy. Leveraging this resilience, Wakayama et al. reported in 2017 that freeze-dried mouse spermatozoa exposed to space ionizing radiation for 288 days on the International Space Station (ISS) showed no significant changes in fertilization or birth rates (Wakayama et al., 2017). Although a slight increase in sperm DNA damage was observed, fertilization was still successful via intracytoplasmic sperm injection (ICSI) into oocytes. These findings are promising and suggest freeze-drying as a potential method for germline conservation. Offspring were successfully produced from freeze-dried sperm stored on the ISS for up to 5 years and 10 months. However, ICSI affects genomic imprinting and may lead to behavioral and morphological abnormalities (Fernández-González et al., 2008; Esteves et al., 2018; Lewon et al., 2020; Kanatsu-Shinohara et al., 2023), and extended analysis is required for understanding the impact of using freeze-drying sperm.

Previous studies report detrimental effects of spaceflight on stem cells. For example, while embryonic stem (ES) cells may serve as an alternative resource for germline preservation, several groups report the upregulation of apoptosis- and senescence-associated genes, and no offspring are born from ES cells stored in space (An et al., 2019; Yoshida et al., 2024; Mao et al., 2024). Specifically, the downregulation of DNA repair genes has raised concerns about potential germline damages. It is possible that embryonic cells are particularly sensitive to spaceflight because preimplantation embryos exhibited significantly poor *in vitro* development during spaceflight, likely due to irradiation (Lei et al., 2020). Another study also reported ectopic expression of an inner cell mass marker in the blastocyst cavity (Wakayama et al., 2023). As a result, currently artificial reproductive technologies may have limited appli-

cations for germline preservation in space, raising concerns about reproductive protection during human spaceflight.

Spermatogenesis begins with spermatogonial stem cells (SSCs), which continuously self-renew and produce numerous sperm (Meistrich and van Beek, 1993; de Rooij and Russell, 2000). As they differentiate, SSCs give rise to differentiating spermatogonia, which are particularly sensitive to radiation (De Felice et al., 2019). This high sensitivity may explain the significant loss of spermatogonia observed in mouse testes during spaceflight. One unique characteristic of SSCs is their ability to increase in number through stimulated self-renewal. The addition of glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factor (FGF)2, both key factors in SSC self-renewal, allows for the *in vitro* expansion of cultured SSCs, designated as germline stem (GS) cells, for over 2 years (Kanatsu-Shinohara et al., 2003a; Kanatsu-Shinohara and Shinohara, 2013). This provides a new opportunity, as SSCs, unlike sperm, undergo meiosis, providing a unique resource for generating genetic diversity. Another advantage of SSCs is their straightforward freezing protocol (Avarbock et al., 1996). In contrast, sperm cryopreservation requires species-specific protocols due to the unique head morphology of sperm (Holt, 2000), making it difficult to establish a universal method. However, SSCs from various species, including humans, can be frozen similarly to somatic cells. Offspring have been produced by transplantation of cryopreserved SSCs by natural mating (Kanatsu-Shinohara et al., 2003b).

In this study, we utilized SSCs for long-term cryopreservation during spaceflight. GS cells were frozen for 6 months aboard the ISS. Although live animals have been maintained on the ISS for up to 3 months (Cancedda et al., 2012), the analysis of germ cells in these animals remains limited due to the challenges of long-term maintenance of live animals in space. Since frozen cells lack DNA repair mechanisms, they offer a sensitive experimental system to study potential damage in SSCs. Upon return to Earth, the frozen SSCs were thawed, and their DNA damage and gene expression profiles were analyzed. The impact on SSC activity was further evaluated through spermatogonial transplantation into infertile mouse testes.

## RESULTS

### Survival of SSCs after cryopreservation and irradiation on Earth

Since cryopreservation inhibits the DNA repair mechanisms, we first assessed the effects of cryopreservation and irradiation on SSCs on Earth. Four types of GS cells were used: fresh non-irradiated, fresh irradiated, frozen non-irradiated, and frozen irradiated GS cells. Irradiation

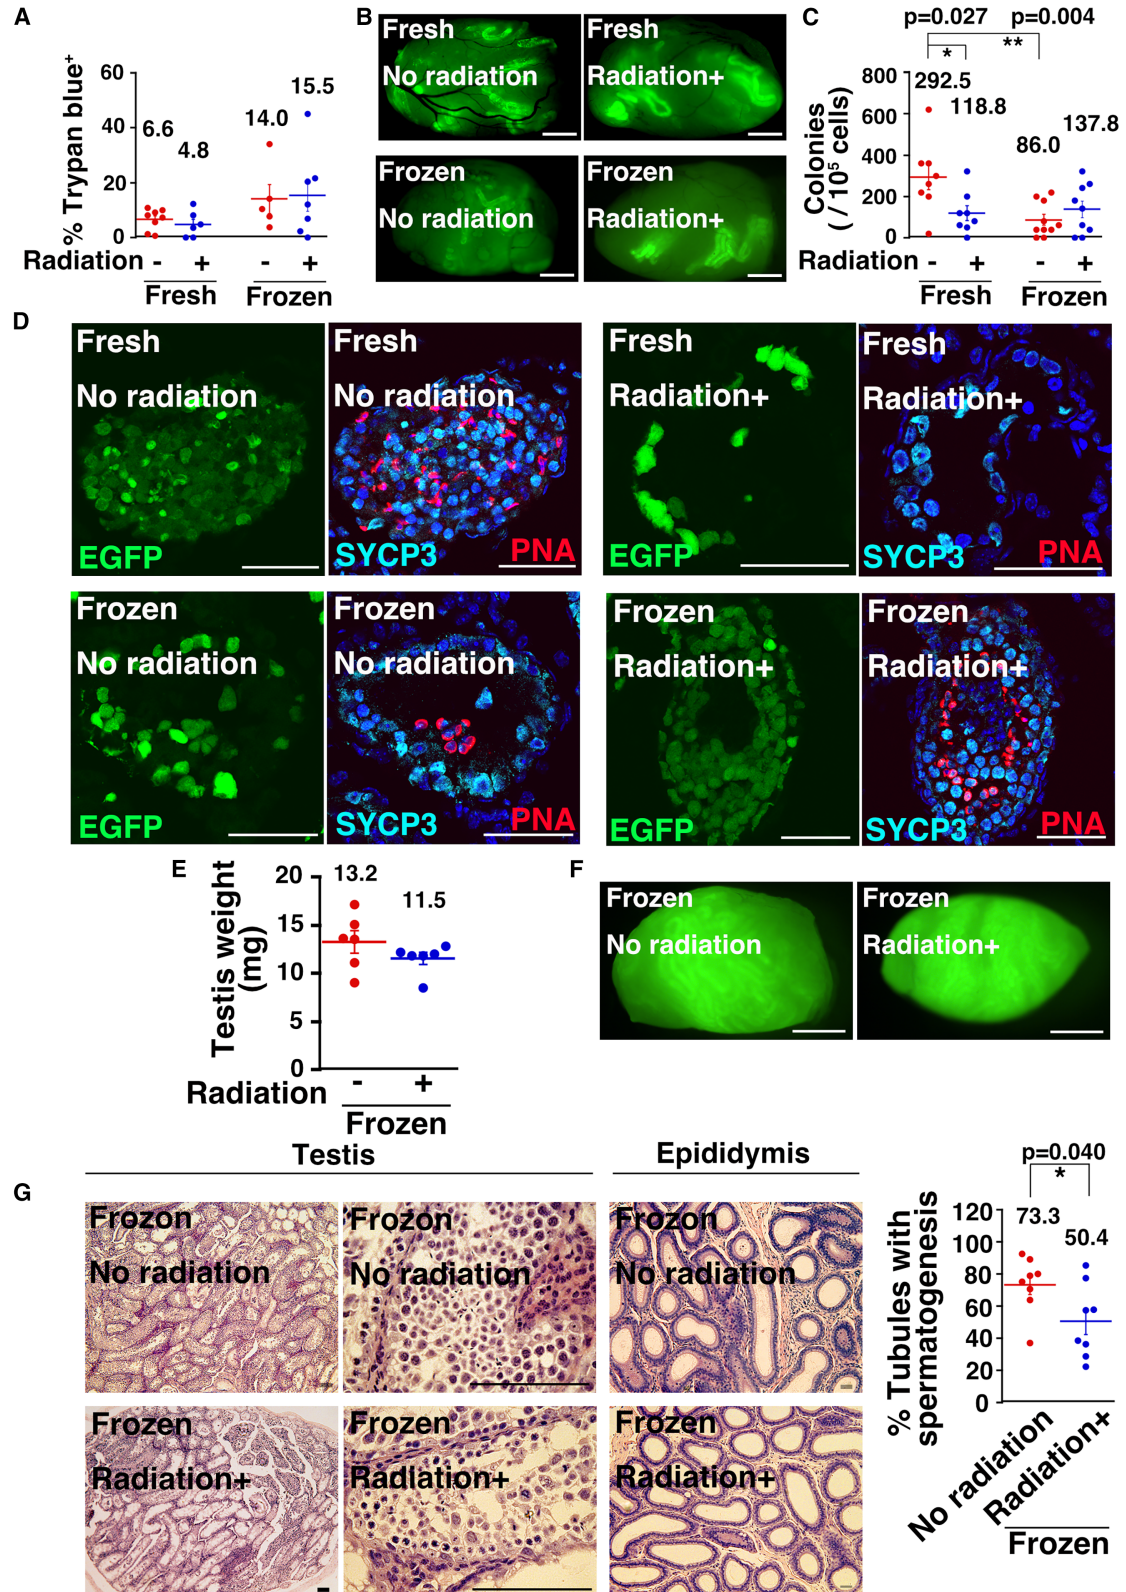

(legend on next page)

involved exposing dissociated GS cells to 1.5 Gy, the median lethal dose 50 for GS cells (Ishii et al., 2014a; 2014b). Cryopreservation was performed in a DMSO-based solution. To evaluate cell viability, we used trypan blue staining, which showed that both frozen groups had a higher proportion of dead cells compared to fresh groups (Figure 1A), but no significant differences were found among the four samples.

Two experiments were conducted using spermatogonial transplantation to further evaluate SSCs (Brinster and Zimmermann, 1994). In the first experiment, SSC frequency was determined by counting colonies in busulfan-treated mice, which have empty tubules. Two months after transplantation into busulfan-treated mice, the mice were sacrificed, and the number of colonies was counted (Figure 1B). Colony numbers were 292.5, 118.8, 86.0, and 137.8 per  $10^5$  transplanted cells, for fresh, fresh irradiated, frozen, and frozen irradiated cells, respectively (Figure 1C). While survival rates were comparable, fresh cell transplantation produced significantly more colonies, and irradiation reduced the number of colonies to 40.6% in fresh GS cells, while frozen cells showed a 60.2% increase in colony formation post-irradiation. However, there was no statistical significance. Immunostaining of recipient testes showed that irradiated fresh cells produced very few tubules with peanut agglutinin (PNA)<sup>+</sup> haploid cells, though these tubules contained SYCP3<sup>+</sup> meiotic spermatocytes (Figure 1D).

In the second set of experiments, we aimed to confirm the extent of complete differentiation, as this information is critical for producing offspring through natural mating. We used congenitally infertile WBB6F1-W/W<sup>v</sup> (designated W) mice and compared irradiated frozen GS cells with non-irradiated frozen cells. Unlike busulfan-treated mice, W mice lack endogenous spermatogenesis due to mutations in the *Kit* tyrosine kinase receptor (Fleischman, 1993). By transplanting a large number of GS cells, we were able to evaluate the donor cells' complete differentiation capacity. Three months post-transplantation, there was no difference in testis weight between the two groups (Figure 1E).

Due to the higher number of transplanted cells ( $4 \times 10^5$  cells per testis), donor cell differentiation enhanced in the recipient testes, as indicated by long green segments of seminiferous tubules under UV light (Figure 1F). Histological analysis showed complete spermatogenesis in both groups (Figure 1G). However, the number of tubules undergoing spermatogenesis was lower following transplantation of irradiated frozen GS cells compared to non-irradiated GS cells. Given that the number of germ cell colonies did not differ significantly (Figure 1C), this result suggests that regeneration is delayed by irradiation. Nevertheless, the presence of spermatozoa in the epididymides of all recipients indicates that they may still be capable of achieving fertility through natural mating.

### Evaluation of total space radiation

For storage on the ISS, GS cells were cryopreserved and stored in the Minus Eighty-Degree Laboratory Freezer (MELFI) freezer for 6 months. A control set of GS cells was also cryopreserved and stored in the MELFI freezer on Earth. The samples were launched to the ISS on July 14, 2022, and returned to Earth on January 11, 2023, remaining in space for a total of 181 days. The cells were kept at  $-95^\circ\text{C}$  during the spaceflight and at  $-80^\circ\text{C}$  during transport on Earth. Upon arrival in Kyoto, the cells were stored in liquid nitrogen for subsequent analysis.

To evaluate the radiation dose, we analyzed the bio passive dosimeter for life science experiments in space (PADLES) (Figure 2A), which contains CR-39 plastic nuclear track detector (PNTD) for measuring radiation dose and characteristics (Nagamatsu et al., 2013). PADLES was placed near the frozen samples to accurately measure the cosmic radiation dose. Analysis of the PADLES surface revealed etch marks from nuclear tracks created by atomic nuclei during spaceflight. The linear energy transfer (LET) distribution was determined by subtracting the background LET distribution measured with PNTDs from the ground control package at the Tsukuba Space Center (TKSC). According to PADLES, the absorbed radiation dose rate was  $0.31 \pm 0.01$  mGy per day, corresponding to

### Figure 1. Impact of radiation on frozen GS cells

(A) Cell survival rate after freezing and radiation ( $n = 8, 6, 5$ , and 7 experiments for fresh, fresh radiation, frozen, and frozen radiation, respectively).  
(B) Macroscopic appearance of busulfan-treated recipient testis transplanted with GS cells.  
(C) Colony counts ( $n = 8, 8, 10$ , and 9 testes for fresh, fresh radiation, frozen, and frozen radiation, respectively).  
(D) Immunostaining of recipient testis for SYCP3 (spermatocyte marker) and PNA (haploid cell marker).  
(E) Testis weight ( $n = 6$  testes).  
(F) Macroscopic appearance of W recipient testis transplanted with GS cells.  
(G) Histological appearance of recipient testis and epididymis. 824 and 874 tubules were counted in 8 testes for no radiation and radiation, respectively.  
Stain, hematoxylin and eosin (G) and Hoechst 33342 (D). Bar = 1 mm (B and F), 50  $\mu\text{m}$  (D), and 100  $\mu\text{m}$  (G). Each bar represents the mean  $\pm$  SEM, and the numerical mean value is indicated above each bar. \* $p < 0.05$ ; \*\* $p < 0.01$ .

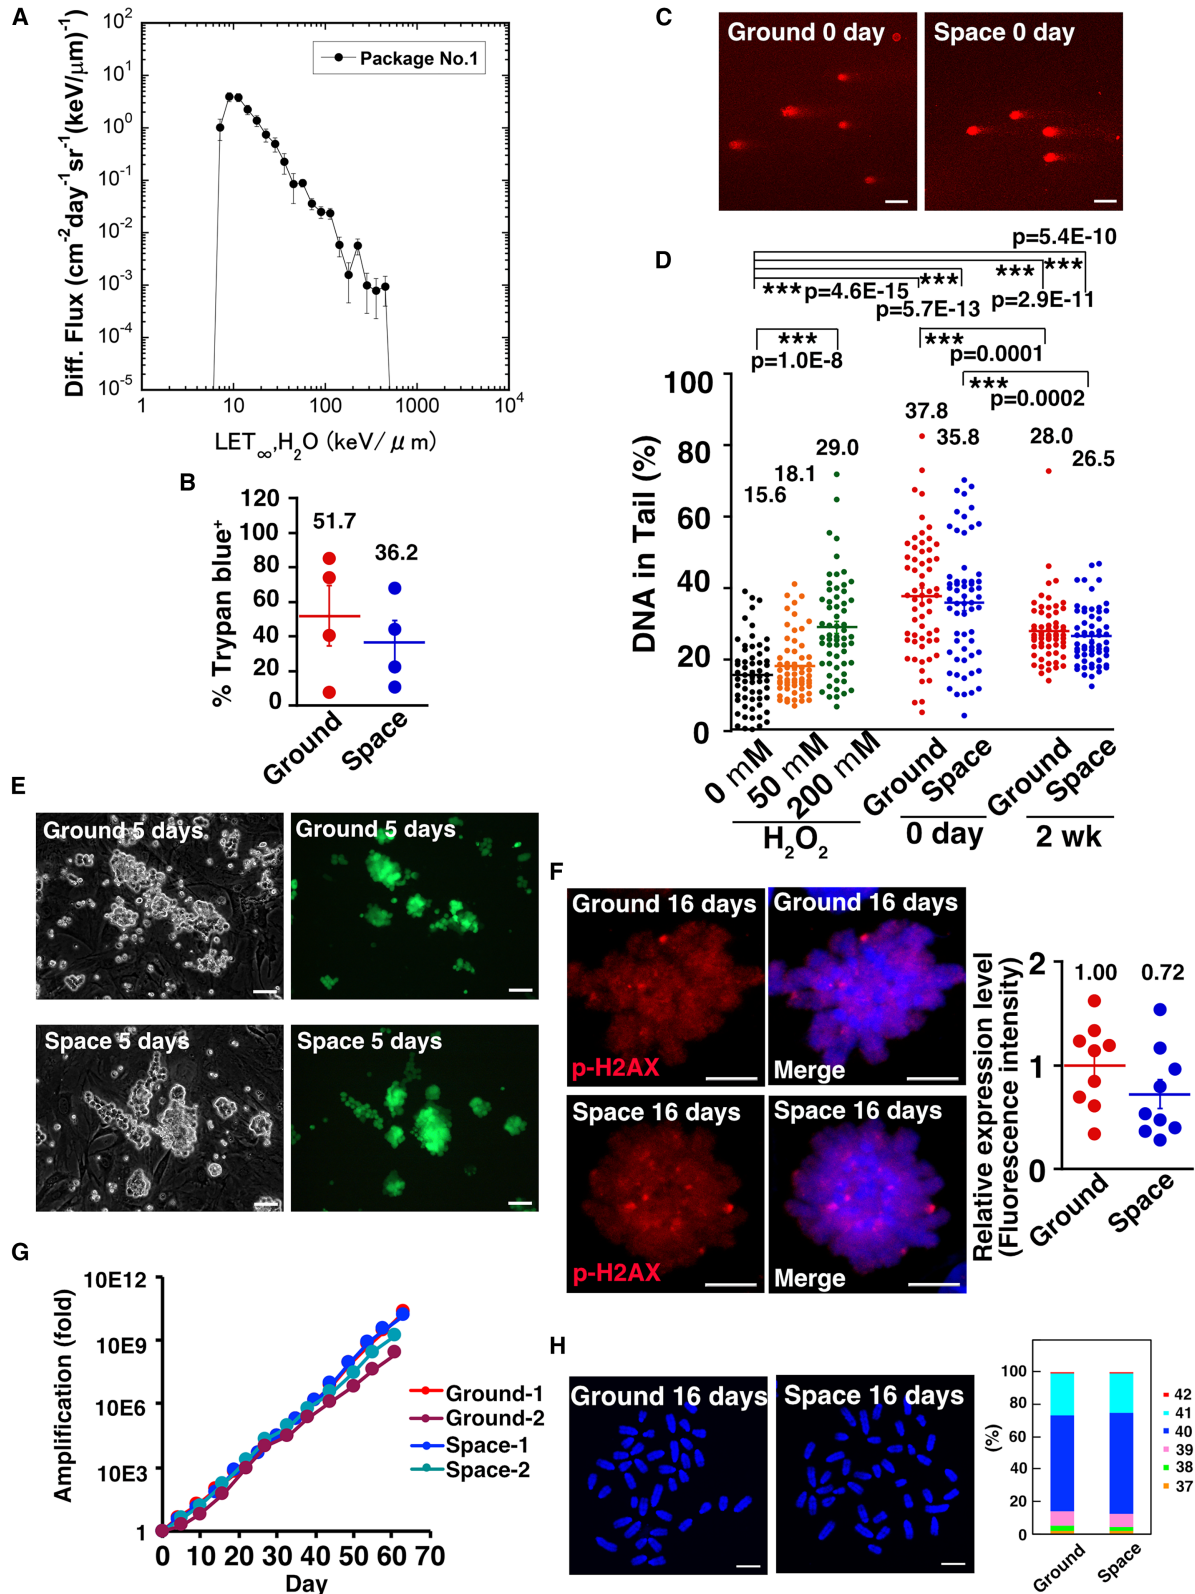

(legend on next page)

a dose-equivalent rate of  $0.59 \pm 0.03$  mSv per day. The total absorbed dose was  $106.5 \pm 5.2$  mSv.

We thawed the cells and assessed survival using trypan blue staining, with approximately 50%–60% of the cells surviving post-thaw (Figure 2B). No significant differences were observed between GS cells stored in space (Space GS cells) and those on Earth (Ground GS cells) (Figure 2B). We also conducted an alkali comet assay to detect both single-strand and double-strand DNA breaks (Figure 2C). As a positive control, we treated GS cells with hydrogen peroxide at two different doses (50 and 200  $\mu$ M) for 30 min.

Unexpectedly, analysis of Space GS cells did not show an increase in DNA damage compared to Ground GS cells. However, both Space and Ground GS cells exhibited significantly more DNA damage than fresh GS cells cultured without hydrogen peroxide. Because Space GS cells have undergone exposure to damages by spaceflight, this result suggested that the damage by spaceflight was limited compared to freeze-thawing process. When reanalyzed 2 weeks after thawing and two rounds of passages, both types of cells showed significantly reduced DNA damage compared to freshly thawed cells. Nevertheless, the damage was not completely repaired, as more DNA damage was present than in fresh GS cells. Both types of cells exhibited noticeable DNA damage upon thawing, but no difference was found in the intensity ratio of head over total DNA between the two samples (Figures 2C and 2D).

When Space GS cells were cultured *in vitro*, their colony morphology was indistinguishable from Ground GS cells (Figure 2E), showing grape-like clusters of spermatogonia. Immunostaining of cells cultured for 16 days after thawing and two passages revealed that the expression levels of phosphorylated-H2AX, a marker of DNA damage, were comparable between Ground and Space GS cells (Figure 2F). These cells proliferated normally for at least 100 days. The proliferation rate was comparable between Space and Ground GS cells, with doubling times of 2.0

and 1.8 days, respectively (Figure 2G). Since an abnormal karyotype can impair spermatogenesis and cause infertility, we also evaluated the karyotype of Space GS cells 16 days after thawing with two rounds of passages, revealing that 63% of the cells had 40 chromosomes (Figure 2H). The difference was not statistically significant.

### Gene expression and DNA methylation in Space GS cells

To assess the phenotype of Space GS cells, we first performed flow cytometry with antibodies against spermatogonia surface markers. A comparison between Space and Ground GS cells showed no significant differences in the mean fluorescence intensity for the tested antigens (Figures 3A and 3B). Considering previous reports on ES cells that indicated downregulation of DNA repair genes and upregulation of senescence- and apoptosis-associated genes (An et al., 2019; Mao et al., 2024), we conducted RNA sequencing (RNA-seq) to identify genes specifically induced by spaceflight. Using three lines of Space and Ground GS cells, we performed hierarchical clustering analysis, but no significant differences in gene expression profiles were observed (Figure 3C; Table S1). Real-time PCR analyses showed no significant changes in the expression levels of *Trp53*, *Rad51*, and *Pten* (Figure 3D).

Additionally, we conducted reduced representation bisulfite sequencing (RRBS) to examine potential changes in DNA methylation patterns (Figures 3E and S1). Among 681,804 covered CpG sites covered in gene promoters, our analysis identified 770 hypermethylated sites (0.113% of commonly covered sites) and 563 hypomethylated sites (0.083% of commonly covered sites) in Space GS and Ground GS cells, respectively ( $>20\%$  change,  $R^2 = 0.9912$ ; Table S2). There were no significant differences in the overall DNA methylation of promoter CpG sites between Space GS cells and Ground GS cells (Figure S1). Only four genes were differentially methylated between

### Figure 2. Phenotype of Space GS cells

(A) Differential particle flux function of LET, H<sub>2</sub>O measured with CR-39 PNTDs in flight package no. 1 measured by PADLES. This LET distribution was obtained by subtracting the background LET distribution measure with the CR-39 PNTDs in TKSC ground control package no. 2.

(B) Viability of GS cells by trypan blue staining, immediately after thawing ( $n = 4$  experiments).

(C and D) Comet assay (C) and quantification (D) on the day of thawing. The head (round shape) corresponds to undamaged DNA, while the tail (smear) corresponds to damaged DNA. Sixty cells were picked up, and the intensity ratio of head over total DNA was quantified.

(E) Appearance of Space GS cells *in vitro* 5 days after thawing.

(F) Immunostaining of Space GS cells 16 days after thawing with two rounds of passages. Nine cells at metaphase stage were analyzed for p-H2AX expression level.

(G) Proliferation of Space GS cells.

(H) Karyotype of Space GS cells 16 days after thawing with two rounds of passages. One hundred cells were analyzed for counting chromosome number.

Bar = 50  $\mu$ m (C and E) and 5  $\mu$ m (F and H). Each bar represents the mean  $\pm$  SEM, and the numerical mean value is indicated above each bar.

\*\*\* $p < 0.001$ .

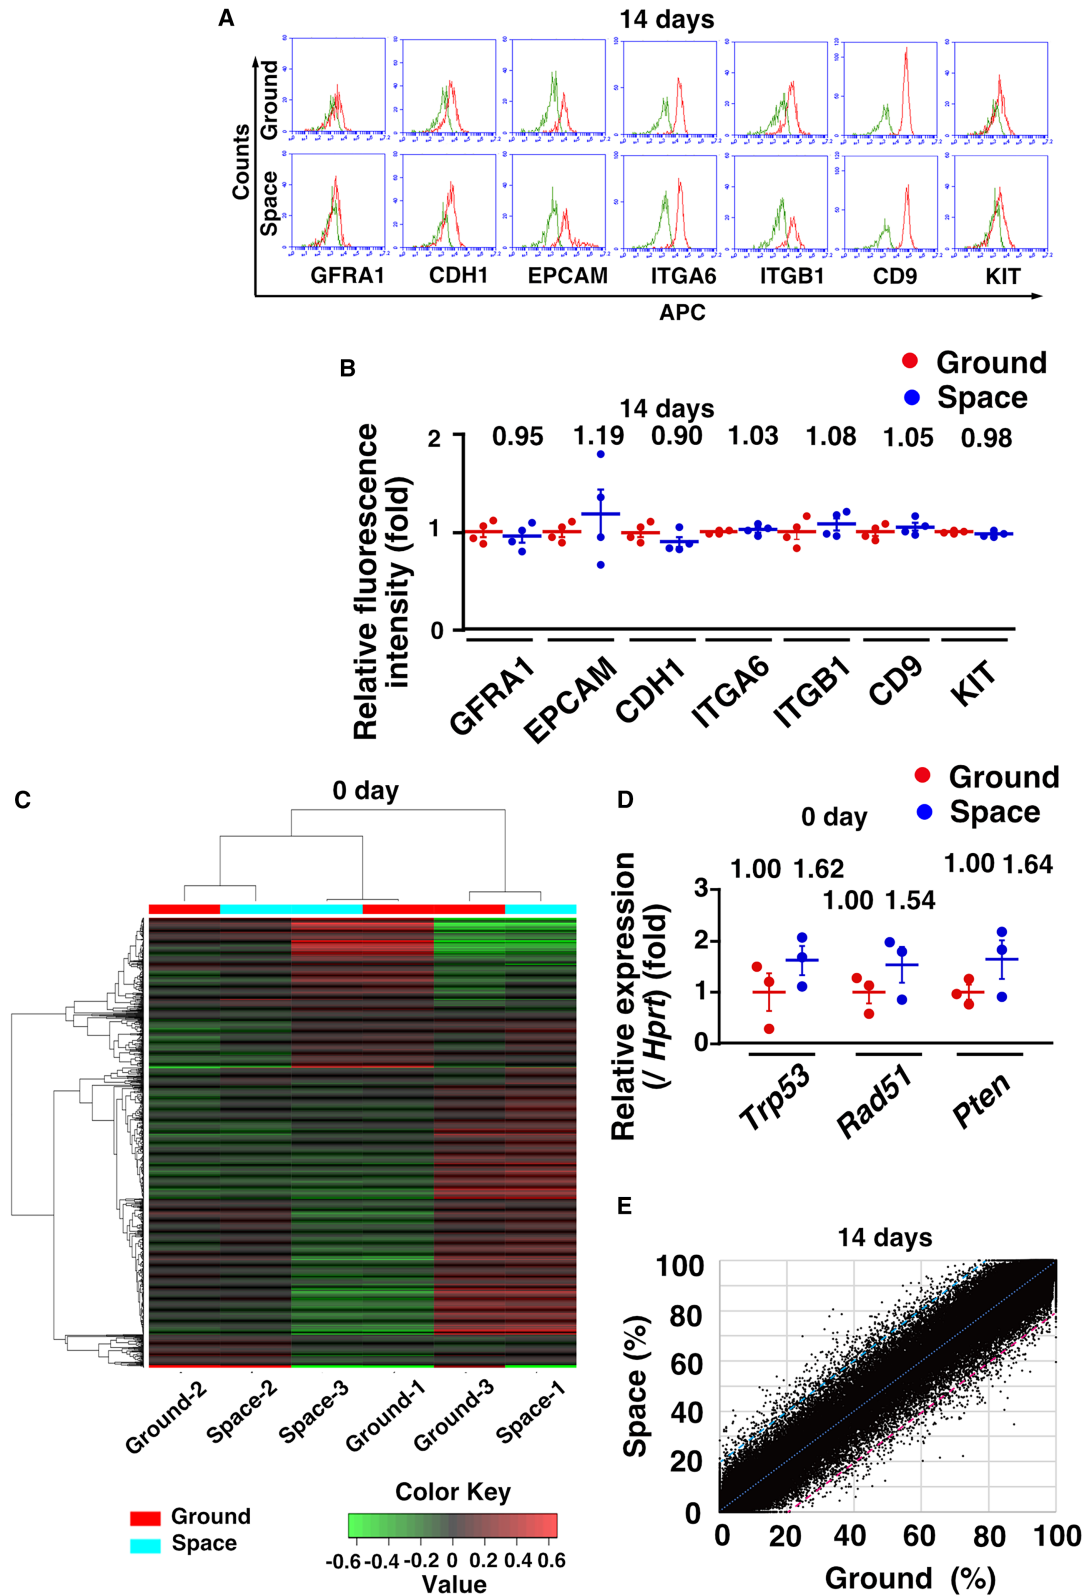

(legend on next page)

the two groups: *Gm7097*, *Bsnd*, and *Fgf21* were hypermethylated in Space GS cells, while *Gm15562* was hypomethylated in ground GS cells. *Fgf21* was downregulated in Space GS cells, while *Gm15562* was expressed only in Ground GS cells according to RNA-seq data (Table S3). The two other genes were not expressed in either type of GS cells. No significant differences in DNA methylation patterns were observed in imprinted genes. These findings suggest that the phenotype of GS cells did not change significantly after spaceflight.

### Functional analysis of space GS cells by spermatogonial transplantation

Since only a portion of GS cell contain SSCs (Kanatsu-Shinohara and Shinohara, 2013), we performed spermatogonial transplantation experiments during 3 months of culture. Both types of cells proliferated at a comparable rate, with no significant changes in growth characteristics. The cells were transplanted into the seminiferous tubules of busulfan-treated mice at 26, 63, and 97 days after thawing. When the number of colonies was counted 2 months post-transplantation, we observed significant increases in the number of germ cell colonies at 63 and 97 days compared to 26 days (Figures 4A and 4B). Although no significant difference between Ground GS cells and Space GS cells was noted at 26 days, both exhibited poor colonization levels compared to longer-term cultures. However, these values were within the previously reported results, which ranged from 2.0 to 800.0 per  $10^5$  cells (Kanatsu-Shinohara et al., 2005; Miyazaki et al., 2023). SSCs increased logarithmically at comparable rates (Figure 4C; Table S4). These results suggest that spaceflight did not affect the balance between SSCs and progenitors *in vitro*.

Based on these observations, we next examined the feasibility of producing offspring from Space GS cells. Immature W pups were used as recipients, as donor cells colonized these recipients 5 to 10 times more efficiently than adult W mice (Shinohara et al., 2001). The absence of a blood-testis barrier in immature testes is believed to enhance SSC homing to germline niches (Kanatsu-Shinohara

et al., 2020). After transplantation, the pups were returned to their mothers for sexual maturation. At about 1 month of age, the recipient mice were housed with wild-type C57BL/6 (B6) females. One of the offspring became fertile as early as 89 days after transplantation. Although no donor fluorescence was observed in the first litter, EGFP<sup>+</sup> offspring were found in the second litter, confirming the donor cell origin of the offspring (Figure 4D; Space pups). Overall, 3 of 8 mice became fertile from Space GS cells. Offspring were also obtained from Ground GS cells (Ground pups) as early as 88 days after transplantation, with 4 of 8 recipients becoming fertile. The number of days to the first offspring, the total number of litters, and the litter size did not show significant differences during ~5 months of natural mating (Figures 4E–4G).

Six months after transplantation, the mice were sacrificed, and their testes were analyzed (Figure 4H). No significant differences were observed in testis size between the two groups (Figure 4I). Histological examination of the testes revealed normal spermatogenesis in both groups (Figure 4J). Quantification of seminiferous tubules with spermatogenesis showed no significant differences between Space and Ground GS cells (Figure 4K). While sperm were present in the epididymides of fertile recipients, they were similarly found in 50% of the epididymides of infertile recipients (Figure 4J). Immunostaining of recipient testes confirmed the presence of SYCP3<sup>+</sup> spermatocytes and PNA<sup>+</sup> haploid cells, with no morphological abnormalities (Figure 4L). These results suggest that transplantation of a larger number of cells might have allowed offspring production.

### Analysis of the offspring

Given that ICSI can cause abnormalities in genomic imprinting (de Waal et al., 2012), we used combined bisulfite restriction analysis (COBRA) to examine the genomic imprinting of the offspring using tail DNA. Differentially methylated regions (DMRs) of the *H19* and *Igf2r* genes were analyzed. All offspring exhibited normal somatic DNA methylation patterns, with no apparent differences

### Figure 3. Analysis of Space GS cells

(A) Flow cytometric analysis using antibodies against spermatogonia markers. Green lines indicate controls. The cells were analyzed 14 days after thawing with two rounds of passages.  
(B) Mean fluorescence intensity ( $n = 4$  experiments).  
(C) Heatmap of RNA-seq. The cells were analyzed on the day after thawing without passages.  
(D) Real-time PCR analysis immediately after thawing ( $n = 3$ ).  
(E) A scatterplot showing correlation of the DNA methylation data at individual CpG sites in gene promoters ( $n = 3$  experiments). The numbers of identified hypermethylated sites and hypomethylated sites in Space and Ground GS cells are shown in red and blue, respectively, along with the percentages of commonly covered sites. Red or blue lines indicate 20% increased methylation levels or 20% decreased methylation levels in Space GS cells, respectively. The dashed line indicates the linear regression line. The cells were analyzed 14 days after thawing with two rounds of passages. Each bar represents the mean  $\pm$  SEM, and the numerical mean value is indicated above each bar. See also Figure S1.

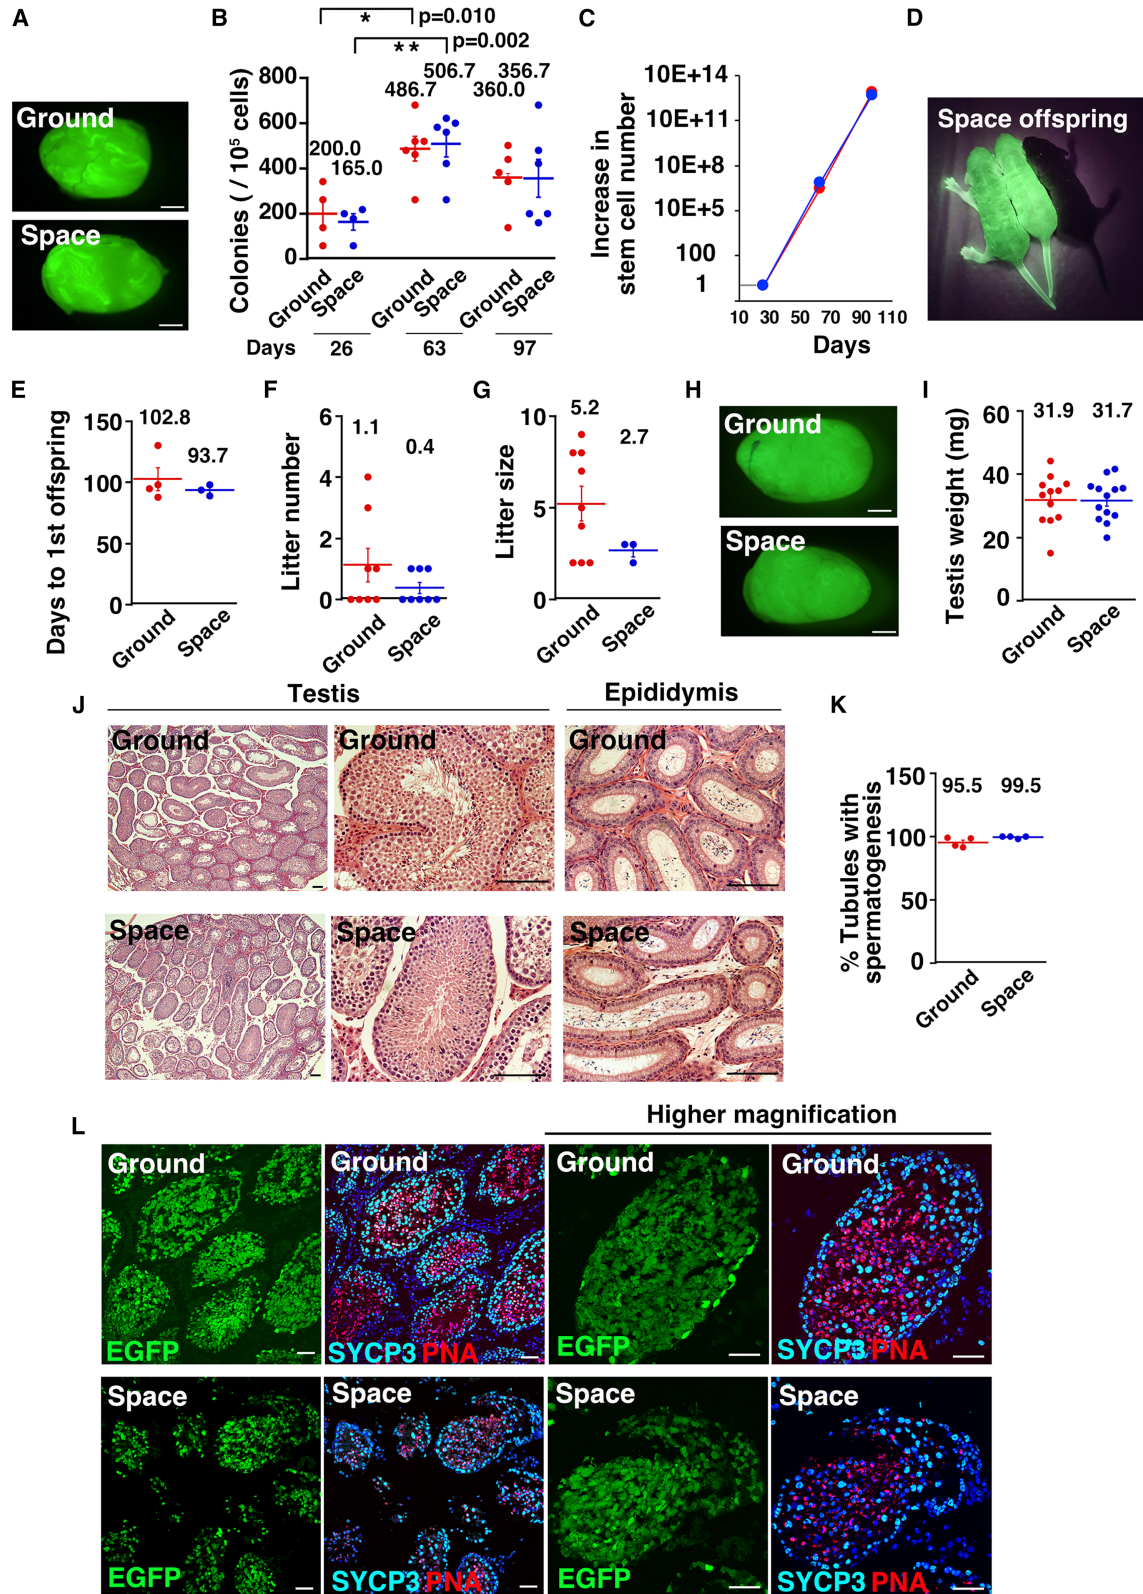

(legend on next page)

between the two types of donor cells (Figure S2A). Bisulfite sequencing further confirmed no abnormalities in the DMRs of these genes (Figure S2B). However, because abnormalities may not be evident by DNA methylation, RNA-seq analysis of liver tissue was performed to verify normal gene expression patterns in Space pups, Ground pups, and wild-type mice born through natural mating. Three F1 males and females from each group were analyzed and compared with three wild-type mice of the same genetic background (Table S5). No significant differences in gene expression were observed among the groups (Figure S2C). These findings suggest that Space GS cells retain fertility and produce normal offspring.

## DISCUSSION

This study has two primary objectives. The first is to evaluate the utility of SSCs for germline preservation in space. Although freeze-dried sperm has been successfully stored and used during spaceflight (Wakayama et al., 2017, 2021), ICSI and freeze-drying procedure may pose long-term potential health risks to offspring. The second objective is to assess potential damage to SSCs caused by cosmic radiation. Spermatogenesis is significantly impaired post-spaceflight, including a reduction in the number of spermatogonia (Mishra and Luderer, 2019), suggesting that SSCs could be particularly sensitive to cosmic radiation. Unlike differentiated germ cells, which differentiate and disappear, any damage to SSCs could persist long-term and accumulate in the germline. Thus, preventing genomic damages in SSCs is crucial for safe spaceflight. In this context, evaluating the fertility of frozen SSCs not only serves as a new biological resource for germline preservation but also helps assess spaceflight-related risks.

Our initial Earth-based experiments showed that frozen GS cells are relatively resistant to irradiation. While DNA repair mechanisms do not function in frozen cells, it has been previously suggested that frozen cells are better protected from irradiation than fresh cells (Aschwood-Smith and Friedmann, 1979; Cugia et al., 2011). These studies revealed a 3.5- to 20-fold higher survival rate for frozen cells stored in liquid nitrogen compared to fresh cells. This observation aligns with finding of fewer gammaH2AX foci (a marker of double-strand DNA breaks) in frozen irradiated cells compared to fresh irradiated cells. Although the exact reason for this improved survival is unclear, it has been proposed that the production and diffusion of reactive oxygen species (ROS), which can damage DNA and cell structures, are reduced in the frozen state (Cugia et al., 2011). In our study, however, we did not observe improved survival rates in irradiated frozen GS cells. This may be due to the storage conditions: ideally, cells should be stored at  $-196^{\circ}\text{C}$  in liquid nitrogen, whereas we used a deep freezer due to the unavailability of liquid nitrogen on the ISS. Nevertheless, the relatively high resistance of frozen GS cells to irradiation formed the basis for our space-based experiments.

Our analysis of Space GS cells revealed no significant increase in damage using the comet assay. Given the notable damage observed in ES cells and early embryos exposed to spaceflight (An et al., 2019; Lei et al., 2020; Wakayama et al., 2023), we expected GS cells would show heightened apoptosis, as they are more vulnerable to DNA double-strand breaks compared to ES cells (Ishii et al., 2014a, 2014b). This is not surprising because ES cells are notorious for their high sensitivity to radiation (Aladjem et al., 1998; Hong and Stambrook, 2004). Contrary to these expectation, the comet assay showed that cryopreservation caused more damage than spaceflight in GS cells. Hydrogen

### Figure 4. Functional analysis of Space GS cells

How the deposited data were processed for this re-analysis (not part of the article)

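DNA methylation was measured by RRBS in 3 replicates of Space GS cells and 3 replicates of Ground GS cells, 14 days after thawing with 2 rounds of passages. Samples were assigned to the groups by their titles and the paper's group names. The authors deposited 1 table for all 6 samples, with the read coverage of each CpG site as a count and the methylated share of these reads as a percent. It also gives the closest TSS, its strand, gene identifier, and gene name, and the distance. The processing of the RRBS reads before this table is not stated in the text and supplements of the paper that were searched. The adapter trimming, aligner, genome build, treatment of both strands of a CpG site, and removal of duplicated reads are therefore unknown. Reads lost or merged in those steps would change the coverage and, where they differ by allele or strain, the level.

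The coordinates were compared with GRCm38, the reference at hand. Of 2266958 sites, 5.12% had a CG at the same position, and of 30143 genes with the same identifier in the GENCODE M21 annotation of GRCm38, 2.59% had their TSS at the annotated gene start. The table therefore uses another build, which it does not name. No sequence, exon, or intron was taken from GRCm38, and only the gene types of the 4 genes of Table S2 were taken from its annotation, by identifier.

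Methylated reads were recovered as coverage times percent. The main set was the 681804 sites with at least 10 reads in all 6 samples, the minimum in the legend of Figure S1. A DNA methylation level is the percent of methylated reads, and a group value is the mean of 3 replicate levels. The reads summed over sites ranged from 28535973 to 33743845 per sample, and sites with more than 1000 reads took 3.81% to 4.12% of them. Errors are SDs over replicates, and no molecular identifiers are described, so reads may include copies of 1 molecule. Levels and group differences were compared at sites, at promoters (sites within 1 kb of the TSS, at least 3 per gene), and at regions (at least 3 sites, no more than 100 bp apart). Sites were tested if their mean level over the 6 samples was 5% to 95%. The test was a quasi-binomial test of methylated and total reads, in which the Pearson dispersion between replicates was moderated with squeezeVar of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. A region was called if it also differed by more than 20 percentage points. Single values per sample were compared with exact permutation tests (two-sided). Tables were handled with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

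The test was tested on simulated data with the real coverages, levels, and dispersions, in which 200 features were changed by a known amount and a feature was called at an adjusted p under 0.05, for regions without the minimum of 20 percentage points. At single sites, a change of 20 percentage points was called in 2.5% of the changed sites and a change of 40 in 68.5%, among 91934 and 91936 sites. At promoters these shares were 38.5% and 94%, among 14313 and 14309 promoters, and at regions 21% and 89%, among 48848 and 48879 regions. In these 6 simulations, 4.91% to 5.45% of the unchanged features had an unadjusted p under 0.05. The changed features were drawn only from those whose level left room for the change. As 200 were changed at once, the shares do not hold for a few isolated changes, which are harder to call after adjustment.

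The genes named in the text were set before the data were examined, except *Sfi1* and *Esp38*, which were chosen after the values were seen. The others are the 4 genes of Table S2, *H19* and *Igf2r*, the listed imprinted gene with the largest absolute difference, and the 5 promoters and 5 regions with the smallest adjusted p among those past the threshold. As 0 promoters and 0 regions passed it, none was named by the last rule. The alternatives were a coverage minimum of 5 or 20 reads, sites within 1 kb or 5 kb of a TSS, pooled reads, other promoter windows and region definitions, the quasi-likelihood test of edgeR 4.0.16 on the methylated and unmethylated counts, limma on log2 ratios of methylated and unmethylated reads with 2 added to each, Fisher's exact test on pooled reads, pairing by replicate number, and leaving out each replicate in turn. The replicate numbers come from the sample titles, and neither the titles nor the paper state that samples with the same number are a pair. The labels in the sample descriptions have consecutive numbers for such samples, without a stated meaning. The RNA-seq data of the paper were not analysed here.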

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

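All the alternatives below were chosen before the data were examined, except the split of the *Gm7097* region into 2 parts and the pairing of the classes of DNA methylation level. The number of CpG sites with a mean difference of more than 20% depended strongly on the coverage minimum and on the distance to a TSS. Compared with 770 higher and 563 lower sites, there were 4106 higher and 3214 lower sites with a minimum of 5 reads, and 67 higher and 28 lower sites with a minimum of 20 reads. Within 1 kb of the closest TSS there were 69 higher and 39 lower sites, and within 5 kb there were 154 and 101. Pooling the reads of the replicates gave 713 and 513. Across the 6 settings that each left out 1 replicate, the numbers ranged from 1151 to 1835 higher sites and from 1011 to 1117 lower sites. With a replicate left out, 1 group mean rests on fewer replicates and the coverage minimum applies to fewer samples. Both can raise the numbers whichever replicate is left out, so the rise does not show dependence on a particular replicate. More sites were higher than lower in Space GS cells under all the settings above. The higher sites were 56.1% of the changed sites at a minimum of 5 reads, 57.8% at 10 reads, and 70.5% at 20 reads. Among the settings that each left out 1 replicate, the excess was smallest without Space replicate 1 (1151 higher and 1094 lower sites). It was largest without Ground replicate 1 (1835 higher and 1023 lower sites). The R² of the group means was 0.989 in each setting that left out 1 replicate, and ranged from 0.920 (sites within 1 kb of a TSS) to 0.993 (a minimum of 20 reads) in the others.

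The site, promoter, and region tests each called 0 features at an adjusted p under 0.05 in the main setting, with 4371, 677, and 2409 features at an unadjusted p under 0.05. The promoter and region tests also called 0 features under each of their alternatives, and so did the site test except in 1 setting. The site test called 0 to 5 sites across the 6 settings that each left out 1 replicate, and the 5 calls came without Ground replicate 1. The smallest adjusted p of the site test was 0.00565 in that setting and ranged up to 1.00 over its settings, with 0.0596 in Fisher's exact test on pooled reads, which ignores the spread between replicates. The 5 sites were chosen for description after their values were seen. They are 1 site near *Sfi1* (chromosome 11, position 3143386) and 4 sites whose closest gene is *Esp38* (chromosome 17, positions 40154751, 40154765, 40156144, and 40156154). The *Esp38* sites lie 105257 to 106660 bp from its TSS, so they say nothing about its promoter. The 5 sites had at least 1646 reads in every sample, against sample medians of 27 to 32 reads at commonly covered sites. Such depth is unusual, so they do not represent the commonly covered sites. They differed by 1.40 to 3.95 percentage points without Ground replicate 1, and by 0.565 to 2.25 percentage points with it.

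The overall mean difference, 0.104 percentage points, was 0.413 with reads pooled over sites, and ranged from -0.0122 to 0.280 across the settings that each left out 1 replicate. It was -9.04e-05 without Space replicate 1 and -0.0122 without Ground replicate 3. The imprinted genes' mean difference, 0.286 percentage points, ranged from -0.164 to 0.664 across those settings, and was -0.164 without Ground replicate 3. The cause of these changes was not tested. The differences in the 4 regions of Table S2 kept their direction under all their alternatives. For the *Gm7097* region, the difference was 31.1 percentage points over the 9 shallower sites and 11.3 over the 2 deeper sites.

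Deviations from the group means had a mean correlation of 0.0252 between samples with the same replicate number and -0.0126 between samples with different numbers. The deviations cancel within each group, so the second value largely follows from the first and is not separate evidence of pairing. With a replicate block, the site, promoter, and region tests each called 0 features. The paired differences were 24.0, 28.6, 29.6, and -28.1 percentage points for *Gm7097*, *Bsnd*, *Fgf21*, and *Gm15562* (exact sign-flip permutation p = 0.25 for each, the smallest that 3 pairs allow). They were 0.104 percentage points for the overall mean (exact permutation p = 0.5) and 0.286 for the imprinted genes (exact permutation p = 0.75). For the numbers of sites in the 10 classes of DNA methylation level, the differences had 1 sign in all 3 pairs in 3 classes, namely 50% to 60% (166, 114, and 146 more sites in Space GS cells), 60% to 70% (193, 162, and 79), and 90% to 100% (65, 147, and 313). The exact sign-flip permutation p of each was 0.25, and 0.833 after Benjamini-Hochberg adjustment over the classes.

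A count of 0 does not exclude changes of moderate size. In simulated data with the real coverages and dispersions, changes of 40 percentage points were called at 68.5% of the changed sites and in 89% of the changed regions, and changes of 20 percentage points at 2.5% and in 21%. Changes of 20 percentage points at single sites could thus be present without being called.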

Differences from the paper's values

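The paper's Table S2 lists 4 differentially methylated regions, whereas the region test called 0 of 49134 regions at an adjusted p under 0.05 with a difference of more than 20 percentage points. At an unadjusted p under 0.05 there were 2409 regions. None of the alternatives set before the data were examined closed the gap, since each called 0 regions. The 4 regions of Table S2 are among the tested regions, where their unadjusted p ranged from 7.87e-05 to 0.00606 and the adjusted p of each was 0.942. The 2 counts rest on different criteria. Table S2 gives an area statistic (areaStat) and no p, the paper does not name the caller, and no area statistic was computed here.

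The paper describes *Gm15562* as hypomethylated in Ground GS cells. In the deposited table its region had 62.4% methylation in Space GS cells and 90.5% in Ground GS cells, and was thus lower in Space GS cells. The paper's Table S2 gives 61.1% and 89.5%, in the same direction, so that only the wording of its main text differs. The paper places the covered sites in gene promoters. In the deposited table the number of sites given in the paper is reached only without any limit on the distance to a TSS, among the windows tried, and 291236 of the 681804 sites lie more than 1 kb from the closest TSS.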

Other observations

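The tests of the *Gm7097* region, of replicate 1 of each group, of the level in a replicate left out, of regions as different as those of Table S2, and of splits that keep Space GS cells 1 with Ground GS cells 1 were chosen only after the results were seen. The 6 samples can be split into 3 and 3 in 10 ways. As the groups share replicate numbers, the real split was compared with the 4 splits, itself included, that part all 3 same-numbered pairs. With 4 splits, a share under 0.05 cannot be reached.

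The number of CpG sites differing by more than 20% was 1333 in the real split, and 2 of the 4 splits gave as many. The other 3 gave 1327 to 1336. When reads were drawn at random at the coverage of each site from 1 level per site, 634 such sites were found on average over 20 draws (597 to 680), 47.6% of the observed number. Read sampling alone may thus give a large part of these sites. The spread between replicates, which the other splits share, may give the rest. The draws cannot settle this, since the level of each site was pooled over all 6 samples. A real change can thus itself move a site to a level at which sampling gives more such differences. The drawn sites had no excess of higher ones, with 314 higher and 320 lower in Space GS cells on average. The ratio of higher to lower sites, 1.37, was the most uneven of the 4 splits (1 of 4), and the others had ratios of 1.05 to 1.36. Among all 10 splits, 3 were as uneven, the real split included, with ratios of up to 2.05. A difference between storage in space and on the ground cannot be told apart here from how the 6 samples happen to fall into groups.

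The counts of features with an unadjusted p under 0.05 gave a similar picture. All 4 of the 4 splits had as many sites as the real split (4371, against 4376 to 4476 in the others), and 4 of 4 had as many regions (2409, against 2417 to 2514). Only the real split, 1 of 4, had as many as 677 promoters, against 661 to 669. Of all 10 splits, however, 7 had as many promoters, the real split included. Regions differing by more than 20 percentage points numbered 33 in the real split, and 3 of 4 splits had as many, with 27 to 43 in the others. Among regions of at least 5 CpG sites, which is the smallest number in Table S2, 10 differed by more than 20 percentage points in the real split and 11 to 18 in the other 3 splits. The 4 regions of Table S2 are among these regions. Their smallest difference, 24.0 percentage points, was reached by 4 regions in the real split, which are the same 4 regions, and by 5 to 7 regions in the other 3 splits. Of the latter, 0 to 4 per split also had an unadjusted p no larger than the largest of the 4 regions of Table S2 (0.00606). With the p of *Gm15562* as the limit (7.87e-05, quasi-binomial test), 1 region was left in the real split and 0 in the other 3. The limits were taken from regions that differ in the real split. Its own count could thus not be under 4, or under 1 with the last limit, and is not a test. Over all regions of at least 3 CpG sites, the smallest p was 7.87e-05 in the real split and 3.48e-05 to 7.54e-05 in the other 3.

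The remaining 6 splits part 1 pair only. The 4 of them that keep Space GS cells 1 with Ground GS cells 1 had 4642 to 5585 sites with an unadjusted p under 0.05, against 4371 to 4504 in the other 6 of all 10 splits. They had 2699 to 3288 such regions, against 2409 to 2534, and 846 to 1085 such promoters, against 661 to 739. In 2 of these 4 splits, sites also had an adjusted p under 0.05 (8 sites at most), which no other split gave. Replicate 1 of each group also had the most sites at levels of 10% to 20% in its group (18708 in Space GS cells 1 and 21450 in Ground GS cells 1, against 14446 to 17102 in the other 4 samples). A candidate explanation is a higher share of unconverted cytosines in replicate 1. Sites were classed by their mean level in replicate 2 of both groups, and replicate 1 was compared with replicate 3. At sites under 1%, the excess of replicate 1 was 0.310 percentage points in Space GS cells and 0.526 in Ground GS cells, 55.5% of the excess at sites of 5% to 10%. At sites of 10% to 80%, however, the excess was 1.32 and 2.14 percentage points, more than unconverted cytosines spread evenly over sites would give. Unconverted cytosines spread evenly over sites may thus give part of the excess, but do not account for the whole of it. Conversion that varies between sites was not tested. The paper and the sample titles give no batch for these samples. The labels in the sample descriptions have consecutive numbers for Space and Ground samples with the same replicate number. What these label numbers mean is not stated, so a shared batch remains possible. No biological explanation was tested, since replicate 1 occurs in both groups.

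Sites differing by more than 20% were 15.2 times as frequent beyond 1 kb of a TSS as within it. Few sites near a TSS have levels at which such a difference is possible in both directions. Levels of 20% to 80% were found at 0.484% of the sites within 1 kb and at 9.75% of the sites beyond. Among sites with such levels, 4.45% within 1 kb and 3.75% beyond it differed by more than 20%, a ratio of 0.844, but this level is a mean that includes the compared samples, so a change itself can bring a site into the class. The level was therefore also taken from 1 replicate that was left out of the comparison, with each of the 6 left out in turn. Among sites with a level of 20% to 80% in the replicate left out, 4.82% within 1 kb and 4.95% beyond it differed by more than 20% in the remaining 5, a ratio of 1.03 (0.930 to 1.21 over the 6), against 16.5 among all sites. The scarcity of changed sites near a TSS is consistent with the scarcity of intermediate levels there.

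Reads summed over regions spread more between replicates than reads at single sites. The mean dispersion, which is 1 for read sampling only, was 1.35 at single sites, 3.05 in regions of 5 to 10 sites, and 5.88 in regions of more than 10 sites. A candidate explanation is that neighboring sites are read on the same molecules. For neighboring sites up to 50 bp apart with levels of 20% to 80%, the deviations of replicates from their group mean had a correlation of 0.558 across 1321 pairs of sites with equal coverage in all 6 samples, and of 0.277 across 1321 pairs with different coverage in all 6 samples and the same spacing. A test that takes the CpG sites of a region as separate measurements would thus underestimate its error. Regions also sum more reads than single sites, and this dispersion grows with the number of reads wherever replicates differ. The correlations do not separate that from shared molecules, so how much of the rise each gives was not determined.

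In the *Gm7097* region of Table S2, the 9 shallower and the 2 deeper sites gave different levels in Ground GS cells 1. At the deepest site of each part, 0 of 16 and 12 of 37 reads were methylated (Fisher's exact test, two-sided, p = 0.0105). This sample was picked among 6 because its 2 parts differed, and with Bonferroni adjustment for the same test in the 6 samples its p was 0.0629, so the difference cannot be told apart from read sampling. The test compares reads of 1 sample, which may include copies of 1 molecule. No biological explanation was tested.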
